# Discoidin Domain Receptor 1 Contributes to Tumorigenesis through Modulation of TGFBI Expression

**DOI:** 10.1371/journal.pone.0111515

**Published:** 2014-11-04

**Authors:** Nandini Rudra-Ganguly, Christine Lowe, Michael Mattie, Mi Sook Chang, Daulet Satpayev, Alla Verlinsky, Zili An, Liping Hu, Peng Yang, Pia Challita-Eid, David R. Stover, Daniel S. Pereira

## Abstract

Discoidin domain receptor 1 (DDR1) is a member of the receptor tyrosine kinase family. The receptor is activated upon binding to its ligand, collagen, and plays a crucial role in many fundamental processes such as cell differentiation, adhesion, migration and invasion. Although DDR1 is expressed in many normal tissues, upregulated expression of DDR1 in a variety of human cancers such as lung, colon and brain cancers is known to be associated with poor prognosis. Using shRNA silencing, we assessed the oncogenic potential of DDR1. DDR1 knockdown impaired tumor cell proliferation and migration *in vitro* and tumor growth *in vivo*. Microarray analysis of tumor cells demonstrated upregulation of TGFBI expression upon DDR1 knockdown, which was subsequently confirmed at the protein level. TGFBI is a TGFβ-induced extracellular matrix protein secreted by the tumor cells and is known to act either as a tumor promoter or tumor suppressor, depending on the tumor environment. Here, we show that exogenous addition of recombinant TGFBI to BXPC3 tumor cells inhibited clonogenic growth and migration, thus recapitulating the phenotypic effect observed from DDR1 silencing. BXPC3 tumor xenografts demonstrated reduced growth with DDR1 knockdown, and the same xenograft tumors exhibited an increase in TGFBI expression level. Together, these data suggest that DDR1 expression level influences tumor growth in part via modulation of TGFBI expression. The reciprocal expression of DDR1 and TGFBI may help to elucidate the contribution of DDR1 in tumorigenesis and TGFBI may also be used as a biomarker for the therapeutic development of DDR1 specific inhibitors.

## Introduction

Discoidin domain receptors (DDRs) are members of a subfamily of receptor tyrosine kinases (RTKs). This group of RTKs contains a homology domain to discoidin in their extracellular region, a lectin first described in the slime mold *Dictostelium discoideum* [1], [2], [3], [4]. The DDR1 subfamily consists of two members, DDR1 and DDR2 which are activated by triple helical collagens with distinct specificity [3], [4]; multiple isoforms of DDR1 (a–e) are generated through alternative splicing in the juxtamembrane domain [5], [6], [7], [8]. DDR1 binds to collagen via the discoidin domain and this receptor-ligand binding induces downstream signaling that regulates multiple cellular processes, which is independent of integrin [1], [8]. Oligomerization of DDR1 extracellular domain (ECD) is crucial for high affinity receptor-ligand binding [9]. Collagen-induced activation of DDR1 is unique, as it is slow and sustained over long periods of time without being degraded or inactivated by endocytosis [10]. The activation of DDR1 regulates the expression, trafficking and turnover of E-Cadherin, which participates in regulating adherent junctions [11], [12]. Yeh's group reported that DDR1 positively regulates E-cadherin mediated cell-cell junction but E-cadherin negatively regulates DDR1 activation. Since DDR1 plays a role in stabilizing cell-cell junctions through E-cadherin, it may play a valuable role in regulating collective cell migration possibly in cancer metastasis [13]. Prolonged activation of DDR1 is known to upregulate MMPs [1], [5], [14] and MMPs are associated with the invasive and metastatic potential of tumor cells by their ability to degrade extracellular matrix (ECM) [15]. Collagen-induced DDR1 activation can also promote cell survival via anti-apoptotic activity [14].

DDR1 is widely expressed during embryonic development and in adult tissues. DDR1 knockout mice are smaller in size and exhibit defects in embryo implantation and mammary gland development [13], [16]. Upregulation of DDR1 in multiple human cancers including lung, breast, colon, esophagus, brain, ovary and prostate cancers implies that DDR1 is involved in tumor progression [2], [7], [8], [10], [14], [15], [16], [17]. Moreover, elevated expression of DDR1 in various fast growing invasive tumors indicates this RTK plays a critical role in cell adhesion, migration, invasion and subsequently metastasis [4]. Aside from its role in cancer, DDR1 has also been implicated in playing a key role in a variety of human diseases such as pulmonary fibrosis, pituitary adenoma, atherosclerosis, and congestive heart failure [14], [18].

In the present study, DDR1 gene silencing by siRNA or shRNA was used to elucidate the function of DDR1. Loss of DDR1 inhibited tumor cell proliferation, migration and invasion *in vitro* in numerous tumor cell lines. DDR1 silencing also impaired subcutaneous xenograft tumor growth in mice. In order to identify the downstream signaling of DDR1 kinase activation, we explored the effect of DDR1 downmodulation on the expression profile of the whole genome by microarray analysis. Here, we have identified *TGFBI* (transforming growth factor-beta induced) as one of several genes downstream of DDR1 signaling whose expression is modulated with DDR1 function.

*TGFBI* was originally identified in a human lung adenocarcinoma cell line as induced by transforming growth factor-beta (TGFβ) [19]. *TGFBI* is ubiquitously expressed in adult normal tissues, although downregulation of this gene has been found in various human tumor cell lines and in primary tumor specimens [20]. As an essential component of the ECM, TGFBI elicits numerous changes in cellular behavior, such as modification of cell adhesion and proliferation, inhibition of angiogenesis, deposition of extracellular matrix components and alteration of basement degrading enzyme products [20], [21]. TGFBI has a conflicting role in cancer progression. In some cases, overexpression of TGFBI in renal, pancreas or colon cancer cells induces cell migration and increases metastatic potential [22]. Others have shown that ectopic expression of *TGFBI* in transformed cells significantly suppresses tumorigenicity in multiple tumors, indicating that frequent downregulation of *TGFBI* is involved in tumor progression [21], [23]. Therefore, depending on the tissue, TGFBI functions as a promoter or suppressor of cancer growth [22].

We observed that loss of DDR1 induced *TGFBI* expression in a pancreatic tumor cell line at both mRNA and protein levels. Exogenous addition of TGFBI was able to mimic the knockdown effect of DDR1 *in vitro*. Taken together these data suggest that DDR1 may exert its oncogenic potential by downmodulating TGFBI levels, and TGFBI levels can be used as a marker associated with DDR1 downmodulation or inhibition.

## Results

### Generation of DDR1 knockdown in BXPC3 tumor cell model

To investigate the functional relevance of DDR1 in tumorigenesis, we generated stable DDR1 knockdown in BXPC3 via shRNA transduction. Initially, we evaluated three shRNAs against human DDR1 (shRNA1, 2 and 5) to silence DDR1 expression. Both shRNA1 and 5 showed the greatest suppression of DDR1 surface expression (Fig. 1a). Percentage of DDR1 positive cells was 78% in BXPC3 parental, 94% in NT shRNA, 56% in DDR1 shRNA1, 85% in DDR1 shRNA2, and 19% in DDR1 shRNA5 compared to the isotype control (12%). The expression of total protein was also validated by Western blot (Fig. 1b). Again, DDR1 shRNA5 showed the highest knockdown (62%) followed by DDR1 shRNA1 (52%) and shRNA2 (6%) cells compared to parental cells. NT shRNA did not show any decrease in DDR1 expression.

**Figure 1:**
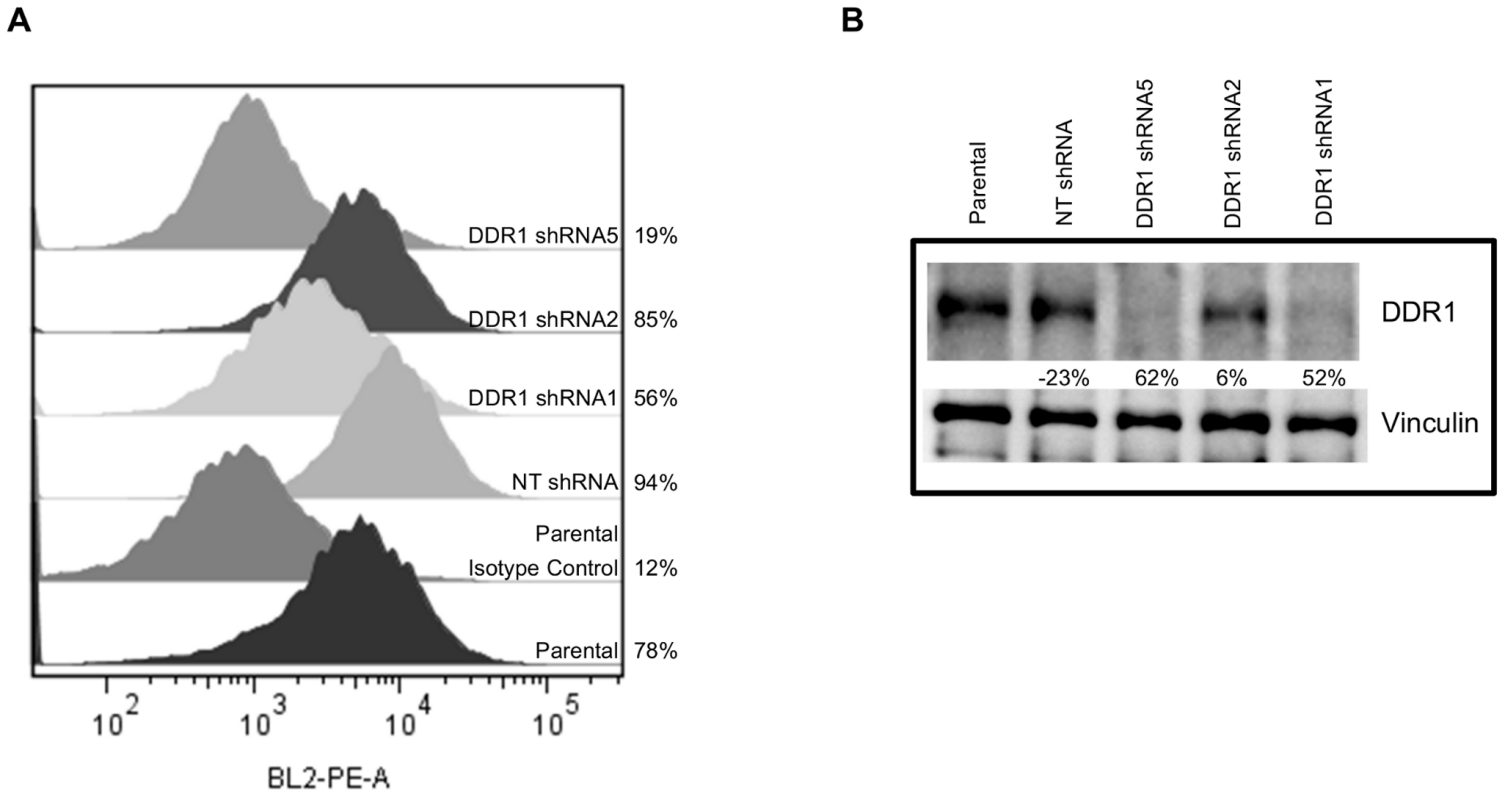
Generation of DDR1 knockdown in BXPC3 cells. BXPC3 cells were infected with the lentivirus transduction particles expressing three DDR1 shRNA sequences (1, 2 and 5) or a control non-target sequence (NT shRNA). At 48 hour post infection, the cells were selected with puromycin. DDR1 knockdown was confirmed (a) by flow cytometry and (b) by western blot analysis. Quantitation of flow cytometry was performed using FlowJo and data shown are percentages of DDR1 positive cells. Western data was analyzed with the Chemidoc software and the percentage of DDR1 knockdown was compared to the parental cells. Representative data of three independent experiments is presented.

### DDR1 silencing suppresses BXPC3 clonogenic growth and migration *in vitro*

To characterize DDR1 knockdown in functional assays, we first compared the growth of DDR1 shRNA5 and NT shRNA cells via colony forming assay with cells seeded on collagen-coated plates or tissue culture treated plates. We observed a decrease in the number and size of colonies with DDR1 shRNA5 cells by employing bright field images of crystal violet stained colonies (Fig. 2a).

**Figure 2:**
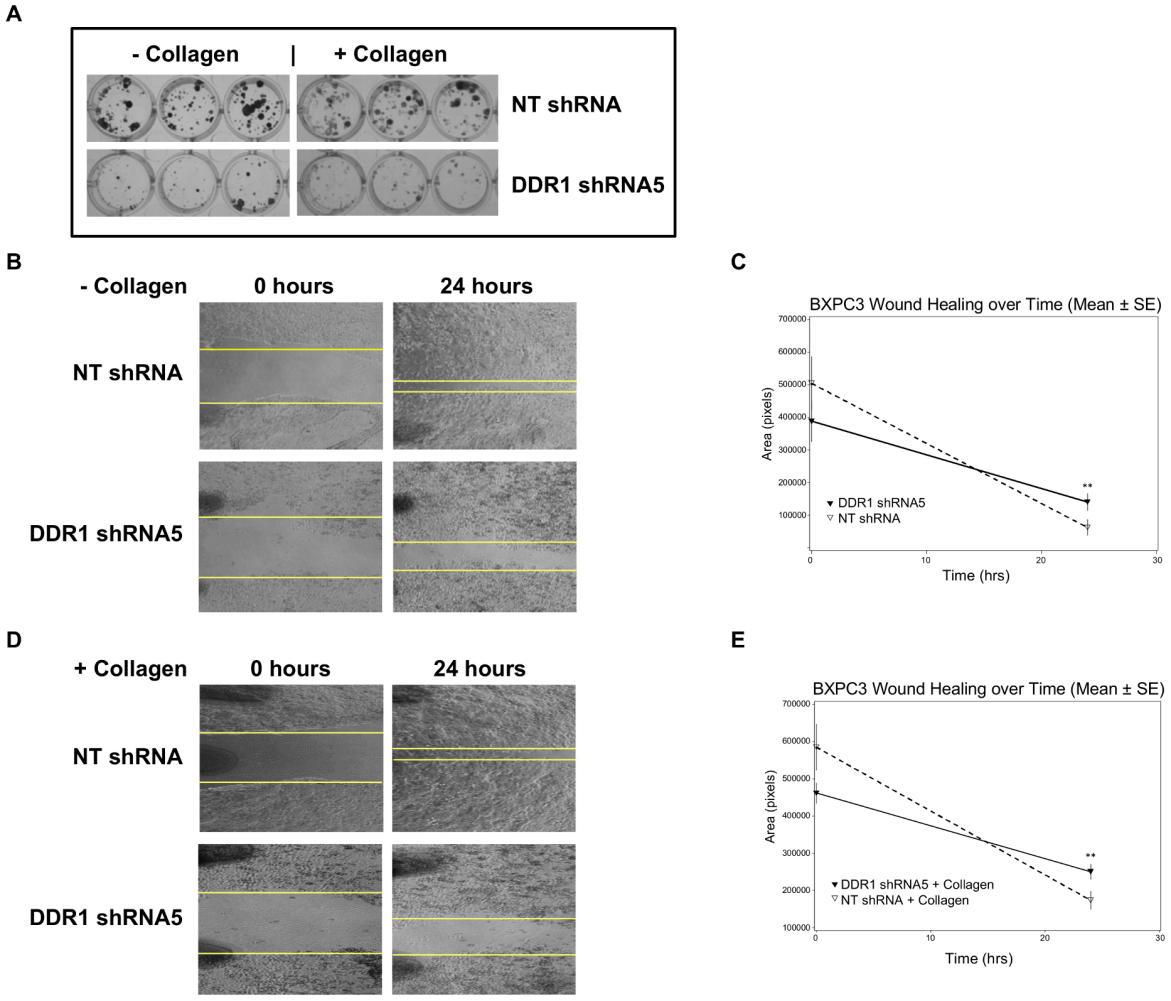
DDR1 knockdown inhibits BXPC3 clonogenic growth and migration. (a) BXPC3 cells transduced with either NT shRNA or DDR1 shRNA5 were compared in the clonogenic assay. The cells were seeded in 96 well plates with or without collagen and monitored for colony formation up to 10 days. The clones were visualized by crystal violet staining. (b) and (d) Effect of DDR1 knockdown was evaluated on BXPC3 cell migration with or without collagen using the wound healing assay. The wound closure at different time was photographed. (c) and (e) The rate of wound healing was analyzed by measuring the area with Image J program and plotted. NT shRNA (▽), DDR1 shRNA5 (▾) At study termination, p = 0.0004 (**) for both experiments.

To further assess the impact of DDR1 silencing on other cellular functions, we used the “wound healing” assay to measure cell motility *in vitro*. The wound area marked at “0 hours” is taken as 100% and the area closure at 24 hours was compared between the NT shRNA and DDR1 shRNA5 groups. In both the presence and absence of collagen, the control NT shRNA migrated faster than DDR1 shRNA5 and was able to close a larger wound area (Fig. 2b and 2d). The graphs show the calculated rate of wound healing over time (Fig. 2c and 2e). The calculated percent inhibition of “wound closure” by DDR1 shRNA5 was 36% (p = 0.0004) compared to NT shRNA without collagen. In the presence of collagen, the “wound closure” inhibited by DDR1 shRNA5 was 54% (p = 0.0004) compared to NT shRNA. The overall impact of DDR1 knockdown is statistically significant (p<0.05) by the Student's *t*-test. The data suggest that reduced expression of DDR1 significantly inhibited BXPC3 tumor cell migration, delaying wound closure. The phenotypes observed with NT shRNA cells was similar to parental BXPC3 cells when the assay was performed either with or without collagen (data not shown).

### DDR1 silencing inhibits BXPC3 tumor growth *in vivo*

To evaluate whether DDR1 expression is required for tumor cell growth *in vivo*, we examined the effect of DDR1 knockdown on the growth of BXPC3 tumor xenografts in mice. Tumor growth monitored for 25 days showed that DDR1 knockdown resulted in approximate 50% tumor growth inhibition compared to the control groups (Fig. 3a). Statistical analysis of tumor size data on day 25 (Fig. 3b) indicated smaller tumors in the DDR1 shRNA5 group than those in the parental (p<0.0001) or NT shRNA group (p<0.01). To confirm DDR1 protein expression level *in vivo*, we evaluated DDR1 expression by immunohistochemistry and western blot in tumors at the end of the study. (Fig. 3c and 3d) Both analyses confirmed reduced DDR1 expression in the tumors from the shRNA5 group compared to the tumors from either the parental or the NT shRNA group. The loss of DDR1 expression in tumors might contribute towards attenuated tumor growth.

**Figure 3:**
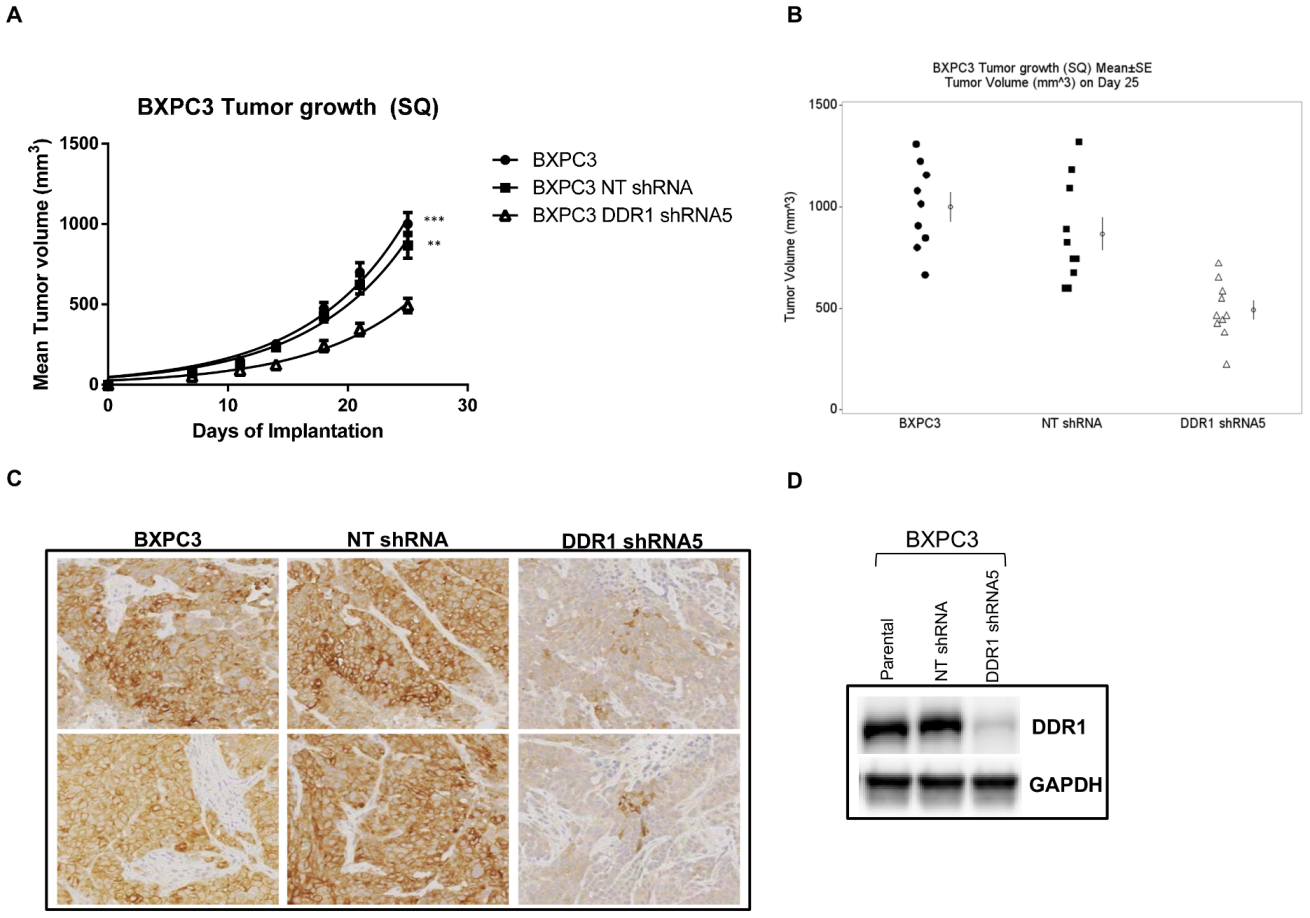
Efficacy of shRNA targeting DDR1 on BXPC3 tumor growth. (a) BXPC3 cells untreated (•), NT shRNA (▪) and DDR1 shRNA5 (Δ) were implanted in ICR-SCID mice and tumor growth was monitored up to 28 days. (b) On day 28, when compared to untreated and NT shRNA groups, the tumors in DDR1 shRNA5 group was the smallest as measured by the tumor volume (N = 10). The calculated percent inhibition in tumor growth in DDR1 shRNA group was 50.7% (***, p<0.0001) and 43.2% (**, p<0.0052) when compared to parental and NT shRNA groups, respectively. Tumors were harvested and DDR1 expression was confirmed by (c) immunohistochemistry and (d) western blot.

### Microarray analysis identifies pathway(s) modulated by DDR1 knockdown:

To understand the biological role of DDR1 in tumorigenesis, we assessed the transcription profiles of BXPC3 parental, NT shRNA and DDR1 shRNA5 cells by microarray analysis. 

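RNA of BXPC3 cells, a human pancreatic carcinoma line, was hybridized to one-color Agilent whole genome arrays, on which a single dye is used and each array measures 1 culture. The groups were untransduced parental cells, cells carrying a non-target short hairpin RNA (NT shRNA) and cells carrying DDR1 shRNA5, with 3 biological replicates per group and 9 arrays in all. Each of the 3 slides held 1 replicate of every group, and each group kept its own position on the slide, so that position and group cannot be told apart. The deposited scanner files hold the intensity of each spot as extracted by Agilent's Feature Extraction software, with the local background already subtracted. In these files a spot that is not significantly above background carries a small substituted value set from the error estimate of its own array. Between 69.4% and 81.8% of the 34127 probes were well above background on an array. The paper's text names the analysis software but no normalization between arrays. Here the log2 processed signal was averaged over the spots of a probe, spots marked as outliers were left out, and the 75th percentile of the array was subtracted. The groups were compared with limma over all 9 arrays, with Benjamini-Hochberg adjustment, and the number of arrays limits the precision. A probe was called at an adjusted p below 0.05 and a difference of at least 2 fold. Counts are also given at the paper's threshold, at least 2 fold with an unadjusted p below 0.01. Where a probe was not well above background on any array of a group, the difference is given only as a lower limit, taken against a common floor for all arrays. The substituted values differed between the groups. After scaling, their median on the log2 scale was -8.68, -8.71 and -9.02 on the parental arrays, -8.76, -8.94 and -9.03 on the NT shRNA arrays and -9.42, -10.37 and -9.58 on the DDR1 shRNA5 arrays (replicates 1, 2 and 3 in each).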

DDR1 shRNA5 cells clustered separately from untreated or NT shRNA cells, indicating an obvious effect of DDR1 knockdown on transcription profiles (Fig. 4a). 

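Average-linkage clustering on 1 minus Pearson's correlation across all 34127 probes placed DDR1 shRNA5 replicate 1 with replicate 2, and DDR1 shRNA5 replicate 3 with NT shRNA replicate 3, which lay on the same slide. Among probes well above background, with the common floor and with normexp, each DDR1 shRNA5 array was placed with the NT shRNA array of its own slide. The mean distance from the DDR1 shRNA5 arrays to the other arrays was 1.17 times the mean distance within groups, with an SD of 0.163 over the 3 DDR1 shRNA5 arrays, and over all 840 labelings of the arrays a ratio as large was not rare (one-sided exact permutation test, p = 0.117). Correlations across probes lay between 0.980 and 0.990 within groups and between 0.967 and 0.992 over all pairs of arrays. With the mean of each slide removed, a step that by itself sets the arrays of one slide apart, the 3 DDR1 shRNA5 arrays joined each other before any other array and the ratio was 2.04. When only the 108 labelings with 1 array per slide in each group were used, the one-sided exact permutation p was 0.0463 for the ratio of 1.17 and 0.0185 for that of 2.04. These 3 tests were added after the ratios were seen, and after Benjamini-Hochberg adjustment over them p was 0.117, 0.0694 and 0.0556. Over 795 probes of Fig. S1 with a value on every array, a list selected for these group differences and clustered here after Fig. 4a had been seen, the arrays of each group also joined each other first, with a ratio of 5.64. Over its lower probes alone the ratio was 1.27 and over its higher probes alone 1.87, and in both the DDR1 shRNA5 arrays joined first while the NT shRNA and the parental arrays did not. From the separate cluster in Fig. 4a, the paper concludes that DDR1 knockdown affected the transcription profiles.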

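Between DDR1 shRNA5 and NT shRNA cells, 309 probes passed the paper's threshold in the limma comparison, 60 higher and 249 lower in DDR1 shRNA5. Of the 249 lower probes, 203 were not well above background on any array. Without moderation of the variance, as in the paper's one way test, 109 probes passed, 45 higher and 64 lower. After Benjamini-Hochberg adjustment 3 probes were called by limma, for HAS2 and FSTL5 (higher) and DDR1 (lower), and 2 by the paper's one way test. With the slide as a block limma called 2 probes, of which 1, for DDR1 (adjusted p = 0.0190), was among the 3. HAS2 (adjusted p = 0.0515) and FSTL5 (adjusted p = 0.0618) were then not called. An unadjusted p below 0.05 was reached by 4219 probes in limma. The count at the paper's threshold rested on single arrays: it was 2269 without DDR1 shRNA5 replicate 1, 1189 without replicate 3 and 125 without replicate 2, and 181 without NT shRNA replicate 1.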

One way ANOVA analysis employing a 2.0 fold cut off and p value <0.01 determined genes differentially expressed between DDR1 shRNA5 and NT shRNA groups. 

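Against parental cells, 1960 probes of 1442 named genes passed the paper's threshold in DDR1 shRNA5 cells, 816 higher and 1144 lower. In NT shRNA cells 1070 probes of 809 named genes passed, 783 higher and 287 lower. After leaving out the probes that changed the same way in NT shRNA cells, 1304 probes of 966 named genes were unique to DDR1 shRNA5, 308 higher and 996 lower. Of these 996 lower probes, 868 were not well above background on any of the 9 arrays, while no higher probe was in that state. When only probes well above background on all 3 arrays of a group were tested, the counts were 1101, 1099 and 418, and 69.6% of the unique probes were higher in place of 23.6%. The paper's one way test without variance moderation gave 1250, 659 and 837 probes. After Benjamini-Hochberg adjustment limma called 1662 probes in DDR1 shRNA5 and 110 in NT shRNA cells, and with the slide as a block 2604 and 1577. The paper counts as unique the genes changed by DDR1 knockdown and not by the NT shRNA.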

We identified a total of 1097 genes differentially expressed upon DDR1 knockdown and 586 genes in NT shRNA cells (Table 1), with 758 unique genes exclusively expressed by DDR1 knockdown (Fig. S1). Using this unique set of genes, GO analysis was performed to identify statistically enriched processes or pathways modulated upon DDR1 silencing. 

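The genes behind 5 gene ontology categories are listed in Fig. S2, all of them drawn from the probes unique to DDR1 shRNA5, and the enrichment test itself was not repeated here. The cell adhesion category held 32 probes, 10 higher and 22 lower than in parental cells, and 17 of the lower ones were not well above background on any array. With all signals raised to the common floor, which leaves no difference between signals below it, 6 of its probes were still at least 2 fold higher and 5 at least 2 fold lower. The angiogenesis category held 9 probes, 6 of them higher, and the receptor protein tyrosine kinase category 10 probes, 4 of them higher. In the response to stimulus category 29 of 31 probes were lower, and all 29 were not well above background on any array. In visual perception this held for all 8 lower probes of 11. The genes of the wound healing and cell migration categories are not listed and were not analysed here.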

Gene ontology analysis by Partek generated a total of 49 categories (Fig. S2), with some categories relevant to different phenotypes observed *in vitro* like cell adhesion, wound healing and cell migration. 

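Fig. S2 gives the genes of 20 of the Broad_C2 lists, which together held 214 different probes, 86 higher and 128 lower in DDR1 shRNA5 than in parental cells. In 13 of the 20 lists most probes were lower. The share of probes not well above background on any array ran from 0% to 46.7% over the lists, and 77 of the 128 lower probes were in that state. With a common floor for all arrays, 73 of the 214 probes were still at least 2 fold higher and 48 at least 2 fold lower.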

Using the Broad_C2 gene lists for GO analysis, 149 terms were found to be statistically enriched. Using Ingenuity Pathway analysis (IPA) on the same set of genes Cellular Movement and Cellular Assembly and Organization were found to be among the top five networks (Fig. S3). Cellular Movement was the top molecular and cellular function which is complimentary to the migration and invasion phenotypes we observed in our models. 

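The size of lesion list of Fig. S3 held 15 genes, and in these arrays the probes of 11 were lower and of 4 higher in DDR1 shRNA5 than in parental cells. Among the lower genes, the DDR1 probe fell by 2.48 on the log2 scale (adjusted p = 0.00135), PTGS2 by 1.32 (adjusted p = 0.0114), IL12A by 1.31 (adjusted p = 0.0258) and ARG2 by 1.18 (adjusted p = 0.0347), from limma with Benjamini-Hochberg adjustment. The other 7 lower genes, BMPR1B, ABCC9, FABP4, F11, CCR2, IL6 and LPL, were not well above background on any array and have no measured difference. The 4 higher genes were TGFBR2, with a log2 difference of 2.22, TNFSF4 with 1.44, ANXA1 with 1.26 and DUSP6 with 1.06. With a common floor 4 genes were at least 2 fold lower and 4 at least 2 fold higher. Compared with NT shRNA cells, the log2 difference was -2.67 for DDR1, -0.51 for PTGS2, -0.72 for IL12A and -0.27 for ARG2. For TGFBR2, TNFSF4, ANXA1 and DUSP6 it was 0.82, 0.64, 0.60 and 0.49. Of these measured genes only DDR1 reached 2 fold there.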

Investigation of the subcategories related to wound healing showed that the size of lesion process is predicted to be downregulated based on the preponderance of overlapping genes being down regulated. Taken together, the GO analyses are concordant with phenotypic responses to DDR1 knockdown observed *in vitro* and *in vivo* such as reduced proliferation, invasion, migration, and wound healing.

**Figure 4:**
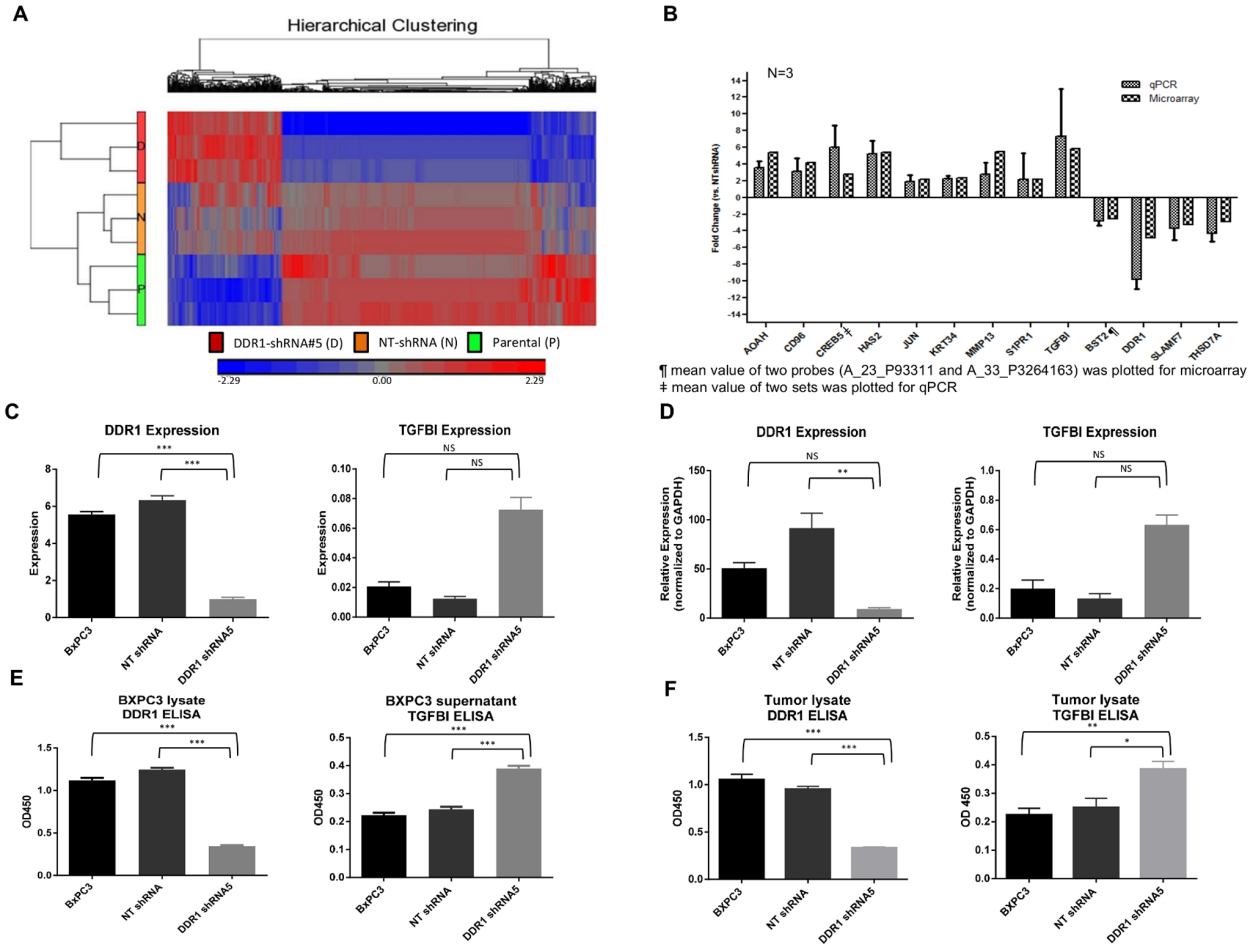
DDR1 knockdown induces upregulation of TGFBI. (a) Unsupervised hierarchical clustering of BXPC3 cells treated with DDR1 shRNA (D), NT shRNA (N) or untreated parental cells (P). (b) Expression validation of small subset of genes by microarray and qPCR. Mean value of two probes (A_23_P93311 and A_P3264163) was plotted for microarray. Mean value of two sets was plotted for qPCR. DDR1 and TGFBI expression in untreated, NT shRNA or DDR1 shRNA5 treated BXPC3 cells is measured by (c) microarray or (d) qPCR. (e) and (f) Relative DDR1 and TGFBI protein levels in untreated parental, NT shRNA or DDR1 shRNA5 treated BXPC3 cell lysates, supernatants or tumor lysates was measured by ELISA. Statistical significance is reported as *** (p<0.0001), ** (p≤0.005), * (p≤0.01), and NS (not significant).

**Table 1:** Significantly regulated probes in microarray studies (FC> = 2, p<0.01).

	DDR1 shRNA5 vs Parental	NT shRNA vs Parental	Unique to DDR1 shRNA5
**Up**	**520**	**437**	**230**
**Down**	**666**	**187**	**568**
**Total No. of Genes**	**1097**	**586**	**758**

### DDR1 knockdown modulates *TGFBI* expression

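Of the 13 genes in the panel, 12 could be named from the array's annotation, the exception being KRT34, for which no probe carries a transcript listed in the reference. Between DDR1 shRNA5 and NT shRNA cells, JUN was higher by 1.14 on the log2 scale (SE 0.242) and CREB5 by 1.48 (SE 0.356), with CREB5 well above background on 1 of 3 NT shRNA arrays. BST2 fell by 1.40 (SE 0.363), SLAMF7 by 1.72 (SE 0.393) and THSD7A by 1.55 (SE 0.297), with THSD7A well above background on 1 of 3 DDR1 shRNA5 arrays. The size for THSD7A depended on how signals near background were treated, with a log2 difference of -0.32 under the common floor and -0.22 under the normexp background correction, which was added after the files were seen. For CREB5 these were 1.12 and 0.52. Normexp was run with an offset of 50 intensity units added to each signal, which by itself lowers the fold of weak signals. Each of these 5 had an adjusted p of 0.138 in limma, short of the threshold. AOAH, CD96, HAS2 and MMP13 were well above background on all 3 DDR1 shRNA5 arrays and on no NT shRNA array. Against the common floor AOAH was at least 2.26 fold, CD96 at least 1.67 fold and MMP13 at least 2.83 fold higher. With normexp these limits were lower, at 1.57, 1.36 and 1.72 fold. The mean HAS2 signal of DDR1 shRNA5 cells, -6.33, lay at the floor, so no fold is given for it. Of these 4, HAS2 passed the threshold (adjusted p = 0.00927). With the common floor HAS2 did not pass and AOAH did, at a log2 difference of 1.18 (adjusted p = 0.00627, within a range up to 0.393 over the alternatives). Every control value of AOAH lay below the floor and was set to it, so this p holds no spread from the control arrays. For HAS2, with the slide as a block, the adjusted p was 0.0515, within a range of 0.00108 to 1 over the alternatives. S1PR1 was well above background on 1 DDR1 shRNA5 array and on no array of the other groups, so no difference is given. The other genes differed from NT shRNA in the direction that Fig. 4b shows.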

Microarray data was validated on a selected panel of genes by qPCR and was highly concordant between the two platforms (Fig. 4b). From both analyses, we identified *TGFBI* as one of the genes that was upregulated upon DDR1 knockdown in BXPC3 tumor cells. 

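TGFBI was measured by 1 probe (A_23_P156327). On the log2 scale relative to the 75th percentile its signal was -3.80 ± 0.292 (SD, n = 3) in DDR1 shRNA5, -6.35 ± 0.309 (SD, n = 3) in NT shRNA and -5.63 ± 0.406 (SD, n = 3) in parental cells. Against NT shRNA it was 5.85 fold higher, a log2 difference of 2.55 (SE 0.265, adjusted p = 0.0708 from limma with Benjamini-Hochberg adjustment), and the probe was well above background on 2 of 3 NT shRNA arrays. Against parental cells it was 3.56 fold higher, a log2 difference of 1.83 with an adjusted p of 0.0229, and this passed the threshold under 14 of 20 alternatives. Each DDR1 shRNA5 array was higher than each of the 6 control arrays. Restricting the test to probes well above background left the difference from NT shRNA as it was and lowered its adjusted p to 0.0312, the lowest of a range up to 0.278. With single arrays left out the log2 difference from NT shRNA stayed between 2.38 and 2.70. With normexp, whose offset by itself lowers the fold of weak signals, it was 1.20, or 2.29 fold, and TGFBI was 1.76 fold higher than in parental cells.

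**Figure D1:**
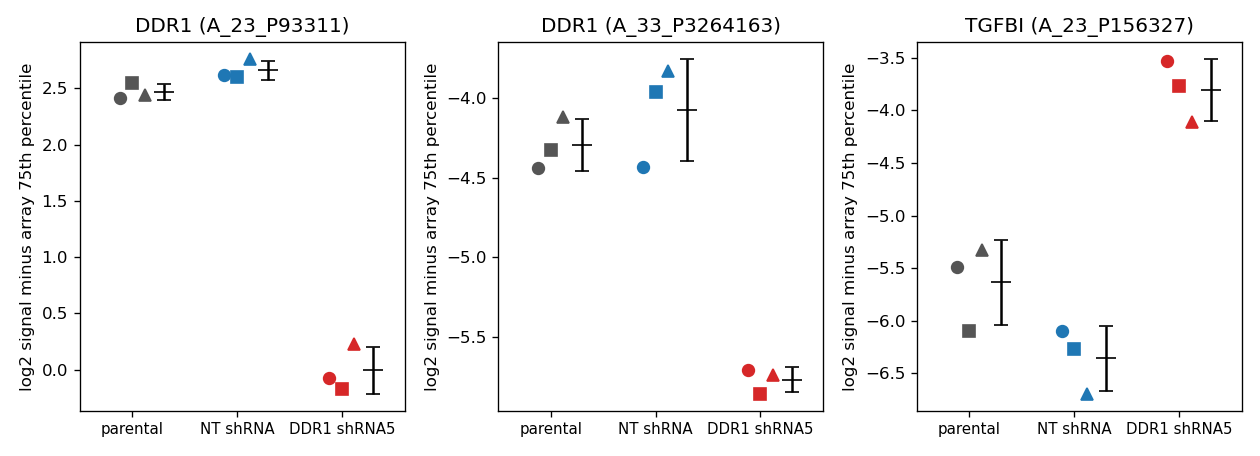
Log2 signal minus the 75th percentile of the array for both DDR1 probes and the TGFBI probe in parental, NT shRNA and DDR1 shRNA5 cells. Circles, squares and triangles are replicates 1, 2 and 3, and the bars give the mean ± SD of 3 arrays. The TGFBI signals of DDR1 shRNA5 lie between -4.11 and -3.53, above all control arrays.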

Downregulation of DDR1 expression induced *TGFBI* RNA expression by 4 fold (Fig. 4c and 4d). DDR1 knockdown in BXPC3 DDR1 shRNA5 was highly significant comparing with NT shRNA cells (p<0.001) in microarray and qPCR.

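DDR1 was measured by 2 probes. The signal of A_23_P93311 on the log2 scale was -0.0071 ± 0.210 (SD, n = 3) in DDR1 shRNA5 cells, 2.66 ± 0.0862 (SD, n = 3) in NT shRNA cells and 2.47 ± 0.0712 (SD, n = 3) in parental cells. It fell by 2.67 against NT shRNA (SE 0.151, adjusted p = 0.00316 from limma), and this was the lowest adjusted p of the comparison. When the parental arrays were left out of the fit, the adjusted p was 0.116, the highest of a range from 8.66e-05 over the alternatives. The second probe, A_33_P3264163, fell by 1.69 against NT shRNA (SE 0.189, adjusted p = 0.0859) and by 1.47 against parental cells (adjusted p = 0.0156). It passed the threshold against NT shRNA with quantile normalization (adjusted p = 0.0270), with median scaling (adjusted p = 0.0474) and among probes well above background (adjusted p = 0.0354), and the range over the alternatives went up to 0.278. With normexp the second probe fell 1.70 fold against NT shRNA and 1.75 fold against parental cells, in place of 3.23 and 2.77 fold. NT shRNA and parental cells did not differ in either probe (adjusted p = 0.580 and 0.621).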

This observation was validated at the protein level using the TGFBI and DDR1 ELISA (Fig. 4e and 4f). In tumor cells and xenografts, DDR1 knockdown was highly significant compared to parental and NT shRNA cells (p<0.0001). Since TGFBI is a secreted protein, we checked TGFBI expression in both cell lysates and supernatants. A 2 fold increase in TGFBI expression was observed in DDR1 shRNA5 cells compared to parental and NT shRNA cells (p<0.0001). TGFBI level could only be measured in xenograft lysates, which again showed a similar increase in TGFBI expression in DDR1 shRNA5 xenografts (p = 0.0054 and 0.0134 compared to parental and NT shRNA xenografts, respectively). To our knowledge, this is the first report to link DDR1 and TGFBI expression.

### TGFBI mimics phenotypes observed upon DDR1 silencing in BXPC3 tumor cells

We designed *in vitro* experiments to assess if exogenous TGFBI could recapitulate the phenotypes observed upon DDR1 silencing. BXPC3 cells were tested in both colony forming and wound healing assays in the presence of recombinant TGFBI with and without the addition of exogenous collagen. Based on a preliminary dose titration of TGFBI, we selected 50 µg/ml as the optimal concentration to use in functional assays that does not induce apoptosis (Fig. S4). Upon addition of recombinant TGFBI, we noticed very few colonies after 10 days both in the presence and absence of collagen (Fig. 5a). This robust growth inhibitory effect of TGFBI was similar to that observed upon DDR1 silencing. Fig. 5b to 5e show the effect of TGFBI on the wound healing process. At a longer incubation time of 40 hours, exogenous collagen shows modest inhibition of migration which is more pronounced in the presence of TGFBI. From the rate of wound healing calculated between 16 to 40 hours, recombinant TGFBI inhibited wound closure by 30%–50% compared to the control group (p = 0.0002). In the presence of collagen, TGFBI inhibited wound closure by 30–40% compared to the control collagen alone group (p = 0.0025). Under both conditions, TGFBI addition prevented wound closure at study termination.

**Figure 5:**
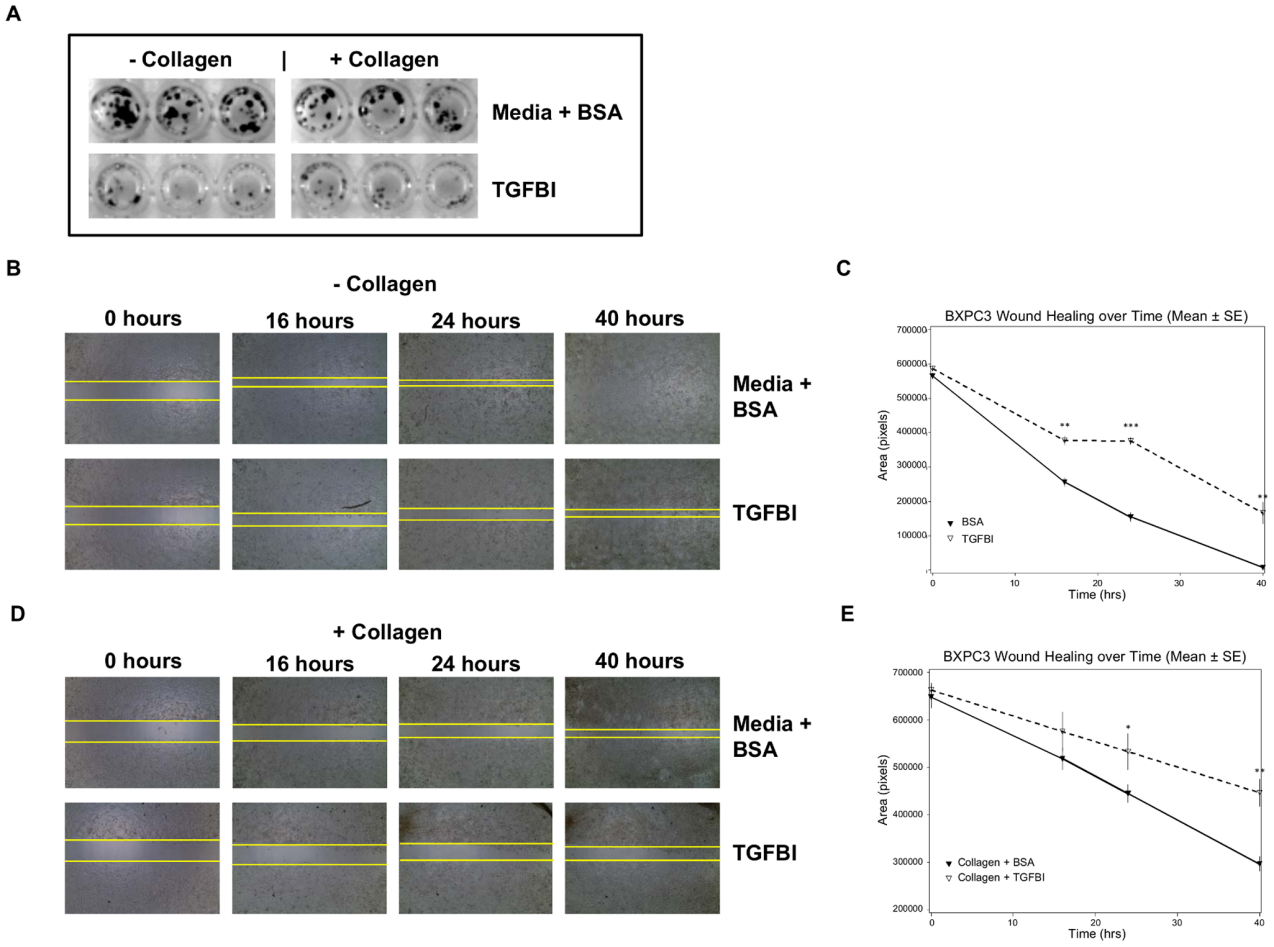
TGFBI modulates growth and migration of BXPC3 cells. (a) Exogenous addition of TGFBI completely eliminated BXPC3 colonies as determined by crystal violet staining. (b) and (d) Wound healing capacity of BXPC3 cells was reduced by TGFBI in the absence and presence of collagen. The area of wound closure was photographed at different time points over a period of 40 hours. (c) and (e) The rate of wound healing over time is presented here for both conditions. The area closure was measured using the Image J program. TGFBI treatment showed an overall 50% inhibition of wound healing (***, p<0.0001). In all cases media supplemented with BSA was used as a negative control. BSA (▾), TGFBI (▽).

### TGFBI can modulate the function of tumor models *in vitro*

Next, we screened a small panel of tumor cell lines to compare the levels of DDR1 and TGFBI expression by ELISA in order to identify additional models with similar expression profiles as BXPC3. We identified two breast carcinoma tumor cells, T47D and MCF7 (Fig. 6a), which demonstrated high DDR1 and low TGFBI, similar to BXPC3. We then evaluated these models in functional assays to see if a similar effect to BXPC3 could be achieved using recombinant TGFBI.

**Figure 6:**
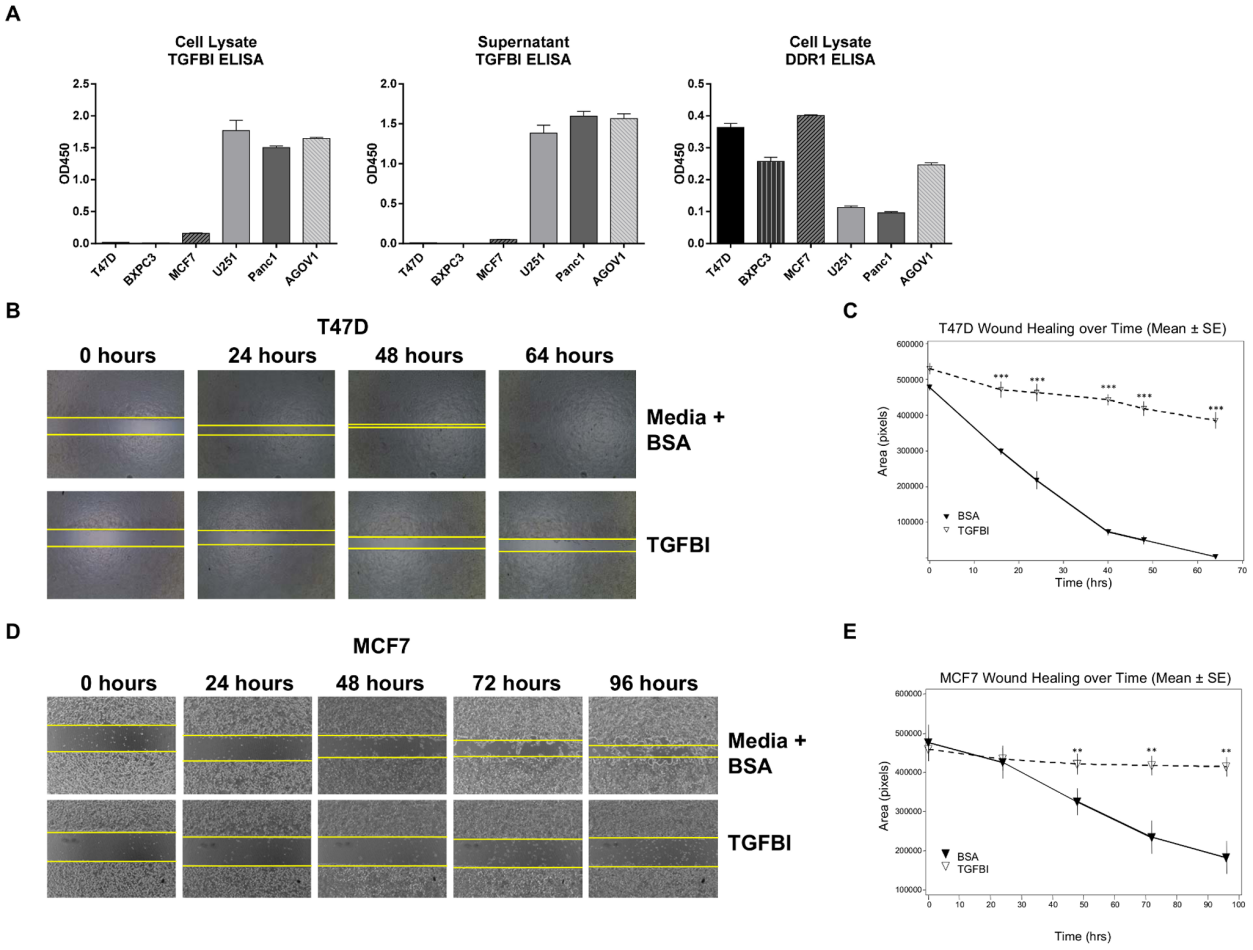
TGFBI inhibits lateral migration of T47D and MCF7 cells. (a) A small panel of tumor cells was tested for TGFBI and DDR1 expression via ELISA. TGFBI ELISA was run with both cell lysates and supernatants; DDR1 ELISA used only cell lysates. Exogenous addition of TGFBI completely abolished wound healing capability of T47D (b) and MCF7 (d) as earlier observed with BXPC3. The area of wound closure was photographed over time. The area closed at different time points was measured using the Image J program. The wound healing over time is plotted for T47D (c) and MCF7 (e). In all cases, media with BSA was used as a negative control. BSA (▾) TGFBI (▽) The data are representative of three independent experiments, each run in triplicate. Statistical significance is reported as *** (p<0.0001) and ** (p≤0.005).

Both T47D and MCF7 cells lost their ability to migrate laterally upon TGFBI treatment. As shown in T47D (Fig. 6b and 6c), the percent inhibition in wound closure induced by recombinant TGFBI is 70–80% (p≤0.0001) calculated between 24 to 64 hours. In Fig. 6d and 6e, we observed a 48–85% inhibition in MCF7 cell motility (p = 0.009 at 48 hours, p = 0.0004 at 72 hours, p = 0.002 at 96 hours). Similar to BXPC3 cells, the wound could not be closed in either tumor cells in the presence of TGFBI at study termination.

We also examined the effect of recombinant TGFBI on T47D and MCF7 clonogenic growth. The effect was modest (data not shown). This could be due to the inherent nature of the cell types as neither of them grew well in single colonies compared to monolayer growth.

## Discussion

In this report, as a means to further elucidate the role of DDR1 in tumorigenesis, we present an important link between DDR1 and TGFBI. DDR1 silencing inhibited BXPC3 cell growth both *in vitro* and *in vivo* and modulated TGFBI expression. The unique finding from our study is the identification of TGFBI as a downstream effector molecule involved in the DDR1 pathway. Downregulation of DDR1 triggered induction of TGFBI expression. Therefore, we were interested to see if exogenous TGFBI could replicate the DDR1 knockdown phenotype *in vitro*. Recombinant TGFBI was capable of inhibiting tumor cell growth *in vitro* as well as wound healing in a similar manner although there was no change in DDR1 expression. We observed that DDR1 and TGFBI expression is reciprocal in several tumor cell lines (Fig. 6a). Further work would be required to understand the nature of DDR1-mediated effects on TGFBI expression and how downregulation of TGFBI contributes to tumorigenesis.

Cell migration plays a central role in processes like development, wound healing and cancer metastasis. The known functions of DDR1 include ECM remodeling, modulation of cell proliferation, promotion of cell adhesion and migration on collagen matrices [24]. Like other RTKs, DDR1 is also known to undergo proteolytic processing at the ectodomain by metalloproteases, which releases the ECD of membrane proteins and thus may regulate cell surface pool of DDR1. This shedding occurs both in a collagen dependent and independent manner, representing a major process of receptor regulation [25]. Overexpression of DDR1 in several tumor cell lines showed an enhanced transformed phenotype with increased anchorage independent growth and tumorigenic potential in nude mice [2]. DDR1 promotes metastasis through collective cell migration at the primary site [13] and has been identified as a critical component for bone metastasis in lung cancer [16]. Knockdown of DDR1 expression induced apoptosis in lung tumor cells and a dramatic reduction in bone metastasis, thus increasing survival rates in animal models of cancer [16]. Glioma cells with high DDR1 displayed enhanced migration and invasion, which could be reversed by an anti-DDR1 antibody [17]. Here, we report that silencing of DDR1 inhibited BXPC3 tumor cell growth and migration in vitro. This also led to reduced subcutaneous tumor growth *in vivo*. As mentioned earlier, DDR1 expression in heart and lung diseases may play a crucial role in regulating myocardial contractility, vascular remodeling, as well as in tissue microenvironment [14]. The fibroblast migration and proliferation with deposition of ECM protein is a major hallmark of fibrotic and wound healing processes. We believe that inhibition of lateral migration or wound healing observed as a result of lack of DDR1 expression provides a stronger argument towards the role of DDR1 in metastasis. A similar phenotype was observed by Miao's group where inhibition of DDR1 expression resulted in a decreased migration and invasion of NSCLC cells [4]. Reports from various laboratories including our current work have shown a strikingly high level of DDR1 expression in a number of fast growing invasive tumors leading to metastasis, which suggests the involvement of this RTK in proliferation and stromal invasion of tumors [2], [26]. This again supports the hypothesis that interactions of DDR1 with ECM play a role in cell growth, adhesion, cell-cell interaction, migration and invasion or metastasis.

Collagen-interaction is potentially important for controlling cell shape and movement via interaction between two Collagen receptors, the integrins and DDR1, although they employ fundamentally different collagen binding modes. While integrins are the primary modulators of cell adhesion and migration, DDR1 can also influence these processes in a cell-type dependent manner. Little is known about the interplay between the DDRs and collagen binding integrins, but a cross-talk between them was first identified by Shintani [27]. His group showed that collagen-induced BXPC3 cell scattering was dependent on the coordinated activities between integrin β1 and DDR1; this in turn activated the JNK pathway via the p130 cas scaffold and caused an upregulation of N-Cadherin expression. This complex interaction involved both collagen receptors along with their effector molecules, FAK and PYK2 and the downstream signaling pathways from both converged. Here, knockdown of both integrin β1 and DDR1 was necessary for complete inhibition of collagen-induced cell scattering. The cooperation of DDR1 and α2β1 helped to mediate the collagen-induced epithelial-mesenchymal transition. DDR1 is also known to counteract the signaling effects of the α2β1 integrin by reducing the activation of STAT1/3 and Cdc42 [25]. Likewise, Yeh, et al. reported that DDR1 inhibited collagen induced cell extension by suppressing α2β1 integrin which normally activates Cdc42; hence, DDR1 activation caused increased junctional stability [13]. These opposing functions of DDR1 and α2β1 might regulate many cellular events and the signaling balance between these two pathways, can be critical in determining cell fates. DDR1 activation upon Collagen-I stimulation was confirmed in both BXPC3 and T47D. Although exogenous collagen has a modest effect on clonogenic growth and lateral migration of tumor cells, the DDR1 knockdown phenotype remains the same either in the presence or absence of collagen. The observed functional effect of DDR1 on cell growth and migration independent of exogenous collagen supplementation could possibly be explained by endogenous expression of collagen providing constitutive low level DDR1 activation. Alternatively, direct modulation of DDR1 signaling can be achieved solely by the high level of DDR1 expression in pancreatic and breast cancer models.

The *TGFBI* gene which is mapped to chromosome 5q31 is known to be deleted in several human cancers including renal, lung, esophageal cancers and leukemias. Downregulation of TGFBI is reported in tumor cell lines and in patients with lung and breast tumors [20]. *In vitro* studies have shown an association of TGFBI in maintaining microtubule stability and inhibiting tumorigenicity and tumor angiogenesis [20], [28]. The TGFBI null mice, were reported to be prone to spontaneous tumor formation and showed more metastatic potential than TGFBI+/+ mice [22]. However, an acquired expression of TGFBI by SW480 colon cancer cells leads to a more aggressive phenotype of metastasis by favoring extravasation [20]. Hence, depending on tumor type, TGFBI may show dual activities, either as a tumor promoter or a tumor suppressor and contribute to tumorigenesis accordingly.

TGFBI is involved in similar cellular functions as DDR1 like cell proliferation, migration and cell matrix interaction [29]. As a secreted protein, TGFBI, is primarily expressed in collagen rich tissues along with other ECMs. The RGD sequence in the C-terminal region of TGFBI is thought to act as a universal ligand recognition site for integrins, another collagen receptor [20] and thus, TGFBI participates in cellular processes via interaction with integrins where signaling through FAK and Rho-A can be engaged [28], [30]. Shelton and Rada also showed that TGFBI inhibited the attachment of human scleral fibroblasts (HSFs) to collagen I, and this might limit cell matrix interaction between HSFs and Collagen-I via integrin receptors [31]. All these observations indicate that the interaction between integrins and TGFBI is well validated, which in turn may modulate the role of TGFBI in cellular functions.

In the present study, we documented an association between DDR1 and TGFBI for the first time. We demonstrated that silencing of DDR1 results in an upregulation of TGFBI that could block tumor cell growth and motility, while exogenous addition of TGFBI into tumor cells recapitulated those phenotypes. Microarray profiling of cells lacking DDR1 identified several additional genes which were modulated upon DDR1 silencing; some of those had been previously reported to be involved in different processes of tumorigenesis, cell motility as well as ECM remodeling. 

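Against parental cells, JUN differed in DDR1 shRNA5 by 0.36 on the log2 scale (adjusted p = 0.398) and CREB5 by 0.54 (adjusted p = 0.386), and neither passed the threshold in limma. The CREB1 probe differed by -0.25 from parental (adjusted p = 0.517) and by -0.13 from NT shRNA cells (adjusted p = 1.00). The collagen receptor DDR2 differed from parental cells by -0.69 (adjusted p = 0.129, and 0.0314 with the slide as a block) and from NT shRNA cells by 0.059, with an SE of 0.259 in both. NT shRNA cells differed from parental cells by -0.75 in DDR2 (adjusted p = 0.186, and 0.0391 with the slide as a block).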

Our small panel of gene list includes c-jun, MMP-13, CREB, and HAS2. DDR1 signaling via JNK1 pathway involves c-jun activation [27]. Hyaluronan synthetase, HAS2 overexpression and amplification have been implicated in tumor proliferation and metastasis in genitourinary tumors. DDR1 and DDR2 both play significant roles in the expression of several MMPs [18]. Overexpression of MMP-13 in several types of malignancy increases the invasive capacities of the malignant cells and has been linked with shorter overall patient survival [32]. MMP-13 and HAS2 are also constituents of the ECM and participate in wound healing, ECM modeling, and tissue repair [33], [34], [35], [36]. Upregulation of HAS2 and MMP-13, in a similar fashion as TGFBI may imply their collective role in tumor progression. 

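Against parental cells HAS2, not well above background on any parental array, has no measured fold there either, and its fitted log2 difference of 2.37 (adjusted p = 0.00236 in limma) rests on substituted values. MMP13 was well above background on 2 of 3 parental arrays and was 3.02 fold higher than there, with an adjusted p of 0.0498 in limma. The fold was 2.51 with the common floor, so its size depended on how signals near background were treated. It was 1.31 with normexp, where the added offset by itself lowers the fold of weak signals.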

Interestingly, TGFBI was found to be upregulated in MCF-7 cells overexpressing c-jun [37]. Again, MMP-13 and TGFBI expression is elevated in esophageal squamous cell carcinoma [38]. In a study with TGFBI null mice, loss of TGFBI promoted cell proliferation via aberrant activation of the CREB-cyclin D1 pathway and predisposed mice to spontaneous tumor development [20]. Identifying these genes along with TGFBI via microarray while characterizing DDR1 knockdown cells provides stronger validation to our finding and analysis.

Finally, our study provides a functional connection between DDR1 and TGFBI. We demonstrated that silencing of DDR1 inhibited tumor cell growth and motility, and induced TGFBI expression, both *in vitro* and *in vivo*. Our hypothesis indicates this tumorigenic effect of DDR1 appears to be in part mediated via TGFBI downregulation, which reinforces the notion of a tumor suppressor role for TGFBI We have also demonstrated that exogenous TGFBI could recapitulate the phenotypes associated with DDR1 knockdown. In conclusion, our study not only adds more clarity to how DDR1 may be mediating tumorigenesis, but also supports the tumor suppressor role of TGFBI and suggests that TGFBI may serve as a biomarker for modulators of DDR1. Our observation points towards the value of both DDR1 and TGFBI in tumorigenesis. Further investigation would be needed to understand the interaction between TGFBI and DDR1, which in turn may favor developing therapeutics for either or both.

## Materials and Methods

### Ethics statement

All studies conducted in laboratory animals described in this manuscript were carried out in strict accordance with the applicable sections of the Guide for the Care and Use of Laboratory Animals from the National Research Council. The protocol and any amendments or procedures involving the care or use of animals in these studies were reviewed and approved by Agensys or Charles River Institutional Animal Care and Use Committee before the initiation of such procedures. All efforts were made to minimize pain and suffering. If an animal was determined to be in overt pain/distress, or appeared moribund and was beyond the point where recovery appeared reasonable, the animal was euthanized for humane reasons in accordance with the AVMA Guidelines on Euthanasia.

### Cell Culture

BXPC3 (Human pancreatic adenocarcinoma), T47D (Human ductal breast epithelial tumor cell) MCF7 (Human breast adenocarcinoma), Panc1 (Human pancreatic epithelial carcinoma) cells were obtained from ATCC (Manassas, VA). U251 (Human glioblastoma astrocytoma) cell was part of NCI-60 tumor cell panel. The AGOV1 tumor cell has been established in-house from a patient tumor (Human ovarian adenosquamous carcinoma). All tumor cells were and maintained in appropriate growth media containing 10% (v/v) fetal bovine serum (Omega Scientific) and 2 mmol/L glutamine. Non targeting (NT) short hairpin (SHC002V; Mission, Sigma, St Louis, MO) and specific shRNAs for human DDR1 were used to derive knockdown cells. The shRNA sequences are listed in Table 2.

**Table 2:** DDR1 shRNA Sequence.

**1**	**TRCN0000010084**	**CDS**	**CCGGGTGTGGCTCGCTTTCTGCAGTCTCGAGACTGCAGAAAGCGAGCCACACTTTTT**
**2**	**TRCN0000010085**	**CDS**	**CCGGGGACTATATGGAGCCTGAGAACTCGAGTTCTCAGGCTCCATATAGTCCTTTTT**
**5**	**TRCN0000121082**	**3UTR**	**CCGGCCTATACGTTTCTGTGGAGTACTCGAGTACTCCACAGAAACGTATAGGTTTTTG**

### Colony Formation Assay

For colony formation, cells (1.5×10^3^/well) were seeded into 96 well tissue-culture treated plates (BD Falcon) and colony growth was measured by crystal violet (Sigma, St Louis, MO) staining after ten days, and then photographed. Fresh recombinant TGFBI (R&D systems) (50 µg/ml) or BSA (5%) was added at every 72 hours, in appropriate experiments. If appropriate, Collagen-I (BD Biosciences) was either added during the start of the experiment or used to coat the plates at 10 µg/ml. Each experiment consisted of three replicates and was repeated three times.

### *In vitro* “wound healing” assay

The Ibidi 24 well culture inserts (Ibidi, Verona, WI) were used to monitor wound healing or cell motility. Based on the growth pattern, 1–10×10^4^ tumor cells were seeded per well in a 24 well plate. Once the cells reached confluence, inserts were removed, washed, and fresh medium was added to the wells. TGFBI (50 µg/ml) or BSA (5%) was added after removal of inserts, as appropriate. Collagen-I (BD Biosciences) was added at 10 µg/ml as needed. Images were captured at given time points using the EVOS microscope (Advanced Microscopy Group). Migrated area was calculated using Image J (NIH software package) to determine the rate of migration. The data were plotted as percent area closure over time. Each experiment was performed three times in triplicate and Student's *t*-test was employed for statistical analysis.

### Flow cytometry

Cell surface expression of DDR1 was confirmed via flow cytometry using a phycoerythrin conjugated mouse anti-human DDR1 monoclonal antibody (Biolegend) or a mouse IgG3 isotype control (Biolegend), at a final concentration of 5 µl/test at 4°C for 1 h. The fluorescence intensity was detected using the Attune flow cytometer (Life technologies, Carlsbad, California); the data were analyzed with FlowJo v7.6.5 (Tree Star).

### Western blotting

Cells were lysed in RIPA buffer (Thermo Scientific, Pittsburg, PA) with complete protease and phosphatase inhibitor cocktails (EMD Millipore, Billerica, MA) and equal proteins were separated on 4–12% Tris-Glycine gel (Biorad Laboratories) under reducing conditions. Proteins were transferred to nitrocellulose membranes, and probed with primary antibodies and appropriate secondary HRP-conjugated antibodies. Immunoreactive proteins were visualized by an enhanced chemiluminescence reagent (Thermo Scientific) and photographed in the Chemidoc (Biorad Laboratories). The antibody sources are: anti-DDR1 (Santa Cruz Biotechnology, Dallas, TX), anti-Vinculin (Millipore, Billerica, MA), and anti-GAPDH (Santa Cruz Biotechnology, Dallas, TX). All secondary antibodies were purchased from Jackson Immunoresearch Lab.

### Xenograft tumor growth

BXPC3 tumor cells (2×10^6^ per mouse) either expressing NT (non-target) shRNA or DDR1 shRNA5 or the parental cells were injected subcutaneously into the flank of each ICR-SCID mouse (Taconic Farms, Germantown, NY). Tumor growth was monitored by caliper twice a week until study termination. Tumor volumes were analyzed by the Kruskal-Wallis test and pairwise comparisons were made using Tukey's test procedures (2-sided) on the ranked data to protect the experiment-wise error rate.

### Immunohistochemistry

The xenograft samples collected at the end of study were processed for immunohistochemistry. Formalin-fixed, paraffin-embedded (FFPE) tumor tissue sections were stained for DDR1 by using a mouse anti-human DDR1 monoclonal antibody (developed in-house). The antibody was validated to specifically stain DDR1 in human tumor tissues. Appropriate positive and negative controls were included in the staining process. After staining, the slides were evaluated under the Nikon Eclipse E400 microscope equipped with SPOT digital camera and images were captured.

### ELISA

We developed an ELISA to measure DDR1 and TGFBI expression levels in tumor cells, conditioned media and xenograft samples. For the DDR1 ELISA, mouse anti-human DDR1 monoclonal antibody mixture was used for capture. For total DDR1 expression, a rabbit anti-human DDR1 (C-20) antibody (Santa Cruz) and anti-rabbit HRP (Southern Biotech) were used for detection. For the TGFBI ELISA, an anti-BIGH3 (TGFBI) monoclonal antibody (R&D Systems) was used for capture and a biotinylated anti-BIGH3 (R&D Systems) antibody and Streptavidin-HRP (Southern Biotech) were used for detection. All lysates were quantitated by BCA to ensure equal loading. Data are reported as OD values to compare relative levels of TGFBI and DDR1. All measurements were performed in triplicate and the Student's *t*-test was used for statistical analysis.

### RNA preparation and real time PCR

Total RNA was isolated using TRIzol Reagent (Life Technologies, Carlsbad, USA) and RNA quality and quantification were analyzed by RNA Nano 6000 chips in a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA). cDNA was synthesized with Superscript III RT (Life Technologies). The primers used for qPCR were designed in Primer3 (See Fig. S5 for primer sequences). Reactions were performed in triplicate on a CFX384 Real-Time PCR machine (Biorad Laboratories). Ct values and melting curves were determined in CFX Manager Version 1.5 (Biorad Laboratories). Relative gene expression was calculated by normalization to GAPDH using the 2∧-ddCt method [2].

### Microarray whole genome expression profiling

All treatment groups were run in triplicate as biological replicates. Cyanine 3-CTP labeled cRNA target was prepared using One-Color Low Input Quick Amp kit and One Color Spike-In kit (Agilent Technologies, Santa Clara, USA) using 200 ng input RNA (RIN>8.0). Specific activity of Cyanine 3 was calculated in pmol/µg with a minimum threshold of 15 pmol/µg. 1650 ng of labeled cRNA was fragmented and hybridized onto Agilent Human GE 4×44 K v2 microarrays. Hybridization was done for 17 hours at 65°C by rotating at 10 rpm. Microarray slides were scanned in an Agilent Scanner using profile AgilentHD_GX_1Color at Green PMT 100%. The scanned image was extracted to data using Agilent Feature Extraction Software version 10.

### Microarray Datasets and Analysis

All data described in this manuscript are MIAME compliant and have been deposited in NCBI's Gene Expression Omnibus Database (http:www.ncbi.nlm.nih.gov/geo/) under GEO Series accession number (GSE39207). Data analysis was performed and gene lists were generated in Partek Genomics Suite v6.6 (Partek, St. Louis, USA). GO enrichment analysis was performed to C2: curated gene sets of MSigDB v3.8, which had more than 50 genes in the gene set, applying Fisher's exact test. Networks and pathways were investigated with Ingenuity Pathway Analysis software (IPA) (Ingenuity Systems, Mountain View, CA, USA; http://www.ingenuity.com).

## Supporting Information

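The list of Fig. S1 holds 797 probes, 230 higher and 567 lower in DDR1 shRNA5 than in parental cells. Its fold changes were recovered from the authors' deposited log2 values to within 1.96e-05 on the log2 scale by the contrast of the paper's one way test. Of the 567 lower probes, 465 were not well above background on any array and 94 were well above background on all 9. Of the 230 higher probes none and 158 were in these states. Among the lower probes 340 had a decrease under 2.1 fold. With the common floor, which leaves no difference between signals below it, 96 of the lower and 172 of the higher probes still differed at least 2 fold. Against NT shRNA all 797 probes differed in the same direction, which the choice of the list requires and which is no separate evidence. A listed probe passed against parental cells where NT shRNA did not, with the same standard error for both in the one way fit. With the common floor 302 differed in that direction. Without the floor, at least 2 fold was reached in that direction by 73 of the 797, 42 higher and 31 lower.

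**Figure D2:**
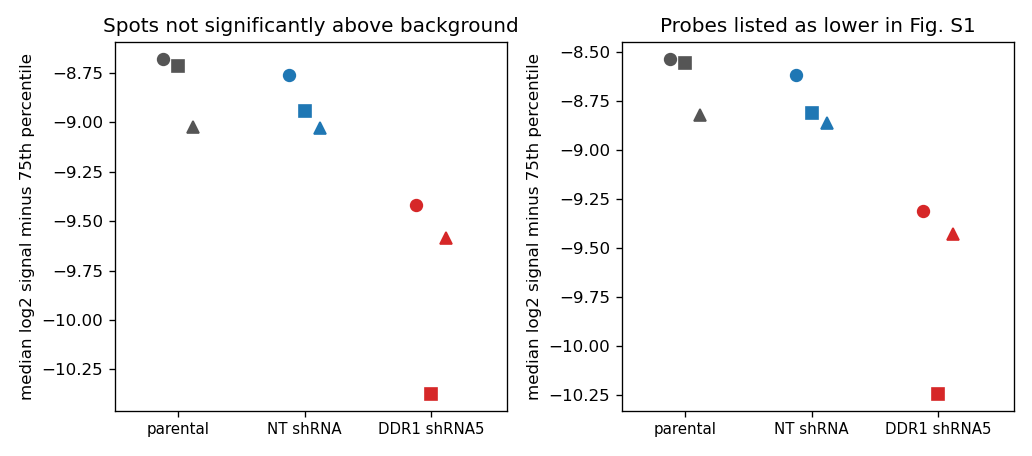
Median log2 signal minus the 75th percentile of the array, for the spots not significantly above background (left) and for the 567 probes listed as lower in Fig. S1 (right). Circles, squares and triangles are replicates 1, 2 and 3 of each group. In both panels the DDR1 shRNA5 arrays lie lowest, and replicate 2 is at -10.37 and -10.25.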

Figure S1 **Genes regulated in DDR1 shRNA5 after excluding NT shRNA.** Differentially expressed genes unique to knockdown by DDR1 shRNA5 as determined by one way ANOVA, FC≥2.0, p value <0.01.
(XLSX) Click here for additional data file.

Figure S2 **Gene ontology analysis using differentially expressed gene list unique to knockdown by DDR1 shRNA5.** GO: Gene ontology analysis performed with Partek software. GO terms with DDR1 or TGFBI: GO categories identified by Partek software containing DDR1 or TGFBI. BROAD_C2: GO analysis using Broad_C2 curated gene sets. BROAD_C2 DDR1 or TGFBI: Statistically enriched Broad_C2 gene sets containing DDR1 or TGFBI. BROAD_C2 gene lists: Genes contained within highlighted Broad_C2 gene sets.
(XLSX) Click here for additional data file.

Figure S3 **IPA Analysis-Wound Healing.** Results of Ingenuity Pathway Analysis using differentially expressed gene list unique to knockdown by DDR1 shRNA5. Predicted impacts on selected functions based on gene expression changes within genes in dataset.
(XLSX) Click here for additional data file.

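The healing of wound list of Fig. S3 holds 11 genes, 4 higher and 7 lower in DDR1 shRNA5 than in parental cells, and 4 of the lower genes were not well above background on any array. Of the measured genes NRG1 rose by 1.99 and CNN2 fell by 2.03 on the log2 scale, with adjusted p = 0.00572 and 0.00872 in limma. The quantity of monocytes list holds 8 genes, 2 higher and 6 lower, and 5 of the lower genes were not well above background on any array.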

Figure S4 **TGFBI does not induce apoptosis in BXPC3 cells.** BXPC3 cells (1×10^4^/well) were seeded into 96 well tissue-culture treated plates (BD Falcon). After 24 hours, recombinant TGFBI (R&D systems) or BSA (5%) was added at 100, 50, 25, and 12.5 µg/ml. Cell viability was determined 48 hours later using Presto Blue (Life Technologies). Apoptosis was measured by Caspase 3/7 activity using the Caspase-Glo 3/7 Assay (Promega). Both fluorescence and luminescence was measured using the Synergy H4 instrument (Biotek). Data were analyzed and reported by normalizing the apoptosis activity to total cell number and comparing the fold-change of TGFBI-treated cells to the untreated group. The experiment consisted of three replicates per treatment.
(TIF) Click here for additional data file.

Figure S5 **qPCR primers for microarray validation.**
(DOCX) Click here for additional data file.

# Supplementary material for: Discoidin Domain Receptor 1 Contributes to Tumorigenesis through Modulation of TGFBI Expression
**Source:** PLoS One. 2014 Nov 4;9(11):e111515. doi: 10.1371/journal.pone.0111515
**Supplement:** Figure S5 — qPCR primers for microarray validation.

AOAH: (F) GTAATGGCATTTGGGGTGTC, (R) TCTCCCAGCAAAATGATTCC

CD96: (F) AACCAGCCCAATCAGACAAC, (R) GTGGAGGGTCTGTTGAGGAA

CREB5: (F) TTACAATAGAATAATTTAGCCTCAGGA, (R) AAAGGAGAAAACTAGAATCTAATGAGC

HAS2: (F) GGGGGAGATGTCCAGATTTT, (R) ATGCACTGAACACACCCAAA

JUN: (F) TAACAGTGGGTGCCAACTCA, (R) TTTTTCTCTCCGTCGCAACT

KRT34: (F) TTTCCTGACCCAAGCAAAGA, (R) AAACAGGCTCGACCCTCAAC

MMP13: (F) TGGTCCAGGAGATGAAGACC, (R) TCCTCGGAGACTGGTAATGG

S1PR1: (F) AACTGACCTCGGTGGTGTTC, (R) TACATGGGTCGGTGGAATTT

TGFBI: (F) GGGAAGTCCTGGCACAGTT, (R) CCTCCAAGCCACGTGTAGAT

BST2: (F) TGCTGGGGATAGGAATTCTG, (R) CATTGCGACACTCCATCACT

DDR1: (F) CCCTTCCTGTTCTTCCTTCC, (R) GGGCCATGTCCAGTGTCTAT

SLAMF7: (F) GAAGCAGATGCACCTGACAA, (R) ATTTCATGAGGGCAGACAGC

THSD7A: (F) AGGCGCTTAACCAGTATTGC, (R) GCTGCCATCCAAACTGAACT

GAPDH: (F) AGAACATCATCCCTGCCTCTACTG, (R) AAATGAGCTTGACAAAGTGGTCGT

How the deposited data were processed for this re-analysis (not part of the article)

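Total RNA of parental, NT shRNA and DDR1 shRNA5 BXPC3 cells, 3 biological replicates each, was hybridized by the authors to one-color Agilent arrays, 200 ng of RNA per labeling and 1650 ng of labeled cRNA per array. The authors deposited a scanner file per array and a table for the series. As deposited by the authors, the intensities in the scanner files were made with Feature Extraction (Agilent), per the file headers, after subtraction of the local background and detrending within the array, with no normalization between arrays, and with a substituted value where a spot is not significantly above background. The table deposited by the authors holds log2 values, of which 98.3% lie within 0.01 of the log2 processed signal minus the 75th percentile of the array. The methods name Partek Genomics Suite, the paper's results and the legend of Fig. S1 name a one way test, and the paper's text names no normalization of the arrays.

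From the scanner files, 43118 spots of 34127 probes per array were used. The 1377 control spots and the spots marked as non-uniform or as population outliers, 234 to 409 per array, were left out, and no spot was saturated. The log2 processed signal was averaged over the spots of a probe and the 75th percentile of the array was subtracted. Precision is limited by the 3 arrays per group. The share of probes well above background was 69.4% to 81.8% per array. The lowest scaled log2 signal of a single spot well above background was between -6.98 and -6.68 on the control arrays and between -8.42 and -7.41 on the DDR1 shRNA5 arrays. Lower limits of a fold difference use the common floor given among the alternatives. For FSTL5 the fold is also given over the lowest single spot and over the lowest probe well above background on each control array. The latter, averaged over the spots of a probe, lay between -7.24 and -6.79 on the control arrays.

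The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) over all 9 arrays, with Benjamini-Hochberg adjustment over all 34127 probes. Probes with an adjusted p below 0.05 and at least 2 fold were called, and the paper's threshold of 2 fold and an unadjusted p below 0.01 was counted as well. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The method was tested on simulated data with 200 changed probes among 34017. Of these 85.5% were recovered for DDR1 shRNA5 against parental cells with 11 false calls, 86.5% against NT shRNA with 10 false calls and 92.5% against the 6 control arrays with 9 false calls. No probe was called between the unchanged NT shRNA and parental groups. The simulated noise was independent between arrays, and every added change was well beyond 2 fold. Deviations shared by a slide and substituted values that differ between groups were not simulated. These rates therefore do not carry over to changes near 2 fold or to probes near background.

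The replicate number is the slide, as the headers of the scanner files show. Arrays of one slide deviated together from their group means: the 9 same-slide correlations across probes lay between 0.234 and 0.581, above the limit of 0.1, so the numbers pair the arrays. All arrays were scanned on 1 day. No 2 arrays held identical values.

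Probes were named through a reference gene table of the GRCh38 assembly, used for names only, through the transcript in the files, and 154 probes through the paper's own supplementary tables. Of the 34127 probes 24981 have a name. The array's own coordinates are on an older assembly, so no coordinates are given. The genes named in the text are the panel of Fig. 4b, the genes of Fig. S3 and those the paper discusses, and up to 5 genes in each direction that passed the threshold against both control groups without overlap of the arrays, which gave 3 genes, DDR1, HAS2 and FSTL5. AXIN2, DCLK1 and CES1 lie outside this rule and were chosen after their values were seen.

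The alternatives set before the data were examined were quantile normalization, scaling to the median, probes well above background only, a common floor at a scaled log2 signal of -6.33, the series table, the paper's one way test without variance moderation, the slide as a replicate block, only the groups compared, the outlier spots kept, and each array left out in turn. Background correction by normexp on the median signal (offset 50) and the paper's one way test on the series table were added after the files were seen. Of the planned settings, normexp on the mean signal was not run because the scanner files hold no mean signal. Gene lists for responses to interferon, TGF-beta and Wnt/beta-catenin and for the cell cycle were tested with fry and camera, 12 tests in all.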

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

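The tests of BST2, DCLK1 and FSTL5 in this part were chosen after the results were seen. The first pair of results are single arrays far from the other control arrays. By chance about 1 in 20 groups of arrays shows such an array. Of 31 probes tested in this way 2 showed one, where chance gives about 1.55, so chance alone gives about as many.

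BST2 was far higher on NT shRNA replicate 3 than on the other 5 control arrays, with a scaled log2 signal of 4.04 against 3.26 on the next array, a gap of 0.692 of the whole range, above Dixon's 95% limit for 6 arrays. NT shRNA replicate 3 lay 1.13 above the mean of the other NT shRNA arrays. On the same slide DDR1 shRNA5 replicate 3 lay 0.90 above the other arrays of its group and parental replicate 3 lay 0.097 above those of its own, so BST2 was raised on this slide in 2 of 3 groups and the slide stays open. The median log2 signal of 26 interferon response genes on NT shRNA replicate 3 was 0.023, the highest of the control arrays, with -0.48 on the next. That list was also higher on replicate 3 in every group, by 0.64 in parental, 0.66 in NT shRNA and 0.53 in DDR1 shRNA5 cells. A stronger interferon response in that culture, the slide and a culture shared by the replicates of one number cannot be told apart, since each slide carries one replicate number. The difference of BST2 from NT shRNA was -1.40 over all arrays and stayed between -1.70 and -1.02 over the alternatives.

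The second DCLK1 probe (A_32_P108889) was higher on parental replicate 3 than on the other control arrays, at -6.84 against -8.83 on the next array, a gap of 0.865 of the range. It was not well above background on that array or on any control array. Noise near background could account for it, since the signal of -6.84 was close to -6.90, the lowest single spot well above background on this array. No biological explanation was tested.

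FSTL5, which the paper's text does not discuss, was one of the 3 genes called between DDR1 shRNA5 and NT shRNA. It was well above background on 3 of 3 DDR1 shRNA5 arrays and on no control array, and was at least 1.29 fold higher than in either control group over the common floor. The fold depended on the limit taken. Over the lowest probe well above background on each array it was 2.18 for NT shRNA and 2.00 for parental cells, and over the lowest single spot 1.92 and 1.77. Signals near background are argued against on the DDR1 shRNA5 side by these 3 arrays. Its fitted log2 difference of 2.93 (SE 0.245, adjusted p = 0.0217) is not a measured size, because the control arrays hold substituted values. The call did not hold with the common floor or with the slide as a replicate block (adjusted p = 0.0618), and it held in 7 of 20 alternatives, with adjusted p from 0.00108 to 1. The position of the array on the slide cannot be told apart from the group, since 1 group at most used any position. An effect of DDR1 knockdown, or of this one hairpin, stays open and was not tested.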

How the results depend on the processing

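The tests on probes given substituted values, the normexp correction and the paper's one way test on the series table were chosen only after the results were seen, as was the count of calls near the threshold.

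The DDR1 difference from NT shRNA (-2.67) kept its direction under all 20 alternatives and its side of the threshold under 19. The exception was the fit of only the groups compared, -2.67 with an adjusted p of 0.116. With arrays left out it lay between -2.79 and -2.59. The TGFBI difference from NT shRNA (2.55) kept its direction under all 20 alternatives and did not pass the threshold in 18. It passed among probes well above background, at 2.55 with an adjusted p of 0.0312, and with normexp, at 1.20 with an adjusted p of 0.0378. With arrays left out it lay between 2.38 and 2.70, and its adjusted p ran from 0.0312 to 0.278 over the alternatives. The clustering ratio of 1.17 moved by more than its SD of 0.163 over the DDR1 shRNA5 arrays only with the replicate block, to 2.04. It was 1.05 with quantile normalization, where little is left above 1, 1.22 among probes well above background and 1.30 with normexp, and lay between 1.08 and 1.32 with arrays left out. The joins moved more. Among probes well above background, with the floor and with normexp all 3 DDR1 shRNA5 arrays joined the NT shRNA array of their own slide, and without NT shRNA replicate 2 replicates 1 and 3 did. Without NT shRNA replicate 3, DDR1 shRNA5 replicate 3 joined parental replicate 3, also of its slide. The 3 DDR1 shRNA5 arrays joined each other first under the replicate block, where removing the slide means by itself sets the arrays of one slide apart, so that 2.04 is not on the scale of 1.17. Without DDR1 shRNA5 replicate 3, the array that had joined NT shRNA, replicates 1 and 2 joined each other first, as they did with it.

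Counts of probes moved far more. For DDR1 shRNA5 against parental cells the 1662 calls became 509 with quantile normalization, 539 with median scaling, 659 among probes well above background, 324 with the floor, 340 with the paper's one way test, 2604 with the replicate block, 70 with only the groups compared, 451 with the outlier spots kept, 360 with normexp and 345 with the one way test on the series table. Of the 1662 calls, 1215 had an adjusted p above 0.049, so a small shift of the threshold moves most of them. With arrays left out the count lay between 55, without DDR1 shRNA5 replicate 2, and 2875, without DDR1 shRNA5 replicate 1. For NT shRNA against parental cells the 110 calls became 285 with quantile normalization, 450 among probes well above background, 45 with the one way test, 1577 with the replicate block, 4 with only the groups compared, 359 with normexp and 45 with the one way test on the series table, and lay between 3 (without parental replicate 2) and 1218 (without parental replicate 3) with arrays left out. All 110 calls are among those made with the block, and 1656 of the 1662. For DDR1 shRNA5 against NT shRNA the 3 calls became 10 with quantile normalization, 11 among probes well above background, 8 with the floor, 0 with only the groups compared (limma, 4219 probes at an unadjusted p below 0.05 over all groups), 8 with normexp and 1 with the one way test on the series table, and 1 (without parental replicate 2) to 5 (without DDR1 shRNA5 replicate 3) with arrays left out. The probes called as unique to DDR1 shRNA5, 1570, became 304 with quantile normalization, 410 with median scaling, 341 among probes well above background, 220 with the floor, 303 with the one way test, 66 with only the groups compared, 369 with the outlier spots kept, 161 with normexp and 308 with the one way test on the series table, and 35 to 2850 without DDR1 shRNA5 replicate 2 and replicate 1. Against the 6 control arrays the 384 calls became 16 with quantile normalization, 6 with median scaling, 20 among probes well above background, 10 with the floor, 9 with the one way test, 15 with normexp and 9 with the one way test on the series table, and 3 (without NT shRNA replicate 1) to 2333 (without DDR1 shRNA5 replicate 1) with arrays left out.

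At the paper's threshold, the 1960 probes of DDR1 shRNA5 against parental cells became 1071 with quantile normalization, 3477 with median scaling, 1101 among probes well above background, 698 with the floor, 1250 with the one way test, 1230 with only the groups compared and 521 with normexp, and 969 to 4267 without parental replicate 2 and replicate 3. The 1070 of NT shRNA became 674 with the floor, 659 with the one way test, 1692 with the replicate block, 529 with normexp and 660 with the one way test on the series table, and 566 to 2035 without the same arrays. The 309 of DDR1 shRNA5 against NT shRNA, a count added after the files were seen, became 117 with quantile normalization, 91 among probes well above background, 63 with the floor, 109 with the one way test, 126 with only the groups compared, 44 with normexp and 110 with the one way test on the series table, and 125 to 2269 without DDR1 shRNA5 replicate 2 and replicate 1. The 1304 unique probes became 413 with quantile normalization, 2760 with median scaling, 418 among probes well above background, 295 with the floor, 837 with the one way test, 750 with only the groups compared and 197 with normexp, and 509 to 2855 without the same arrays. The cause was not tested for each of these moves. Fewer probes enter the test among those well above background (25271 of 34127), and fewer arrays with only the groups compared.

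The split into higher and lower probes depended on the scaling. Of the unique probes at the paper's threshold 23.6% were higher, against 70.7% with quantile normalization, 9.89% with median scaling, 69.6% among probes well above background and 65.8% with the floor. Of the probes called against parental cells 40.6% were higher, against 77.2% with quantile normalization and 64.2% with median scaling. Of those at the paper's threshold against parental cells 41.6% were higher, against 75.9% and 23.4%. Of the 309 probes against NT shRNA 19.4% were higher, and with quantile normalization 59.0%. Of the unique calls 38.4% were higher, against 74.0% and 58.3%, and against the 6 control arrays 17.7%, against 50.0% with either scaling.

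The 14 differences of named genes gave 279 values under the alternatives, of which 245 kept direction and side of the threshold, 29 no longer passed it, 4 newly passed it, 1 without a test moved and 0 reversed. With the replicate block HAS2 (adjusted p = 0.0515) and FSTL5 (adjusted p = 0.0618) were no longer called against NT shRNA. HAS2 also fell to 0.094 with the floor, since the floor lies at its level. What the signal over background limits is the size of a difference: 5108 probes were not well above background on any of the 9 arrays. One planned setting, normexp on the mean signal, was not run because the files hold no such column.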

Differences from the paper's values

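The paper's Table 1 is headed as probes. Counted over all probes, with or without a gene name, 5 of its 6 counts differed from limma's by over 1.5 fold. For DDR1 shRNA5 against parental cells the paper gives 520 probes up and 666 down, and here 816 and 1144 passed. For NT shRNA the paper gives 437 and 187, and here 783 and 287 passed. For the unique set the paper gives 230 and 568, and here 308, within the limit, and 996 passed.

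Of the 18 alternatives set before the data were examined, the paper's one way test and the fit of only the groups compared brought all 5 of these counts within 1.5 fold of the paper's, as did leaving out parental replicate 2. The one way test gave 565 and 685, 469 and 190, and 585 lower unique probes. The fit of only the groups compared gave 709 and 521, 565 and 225, and 398, but moved the higher unique probes to 352, over 1.5 fold from the paper's 230. Without parental replicate 2 the counts were 478 and 491, 385 and 181, and 399. Without parental replicate 1 all but the lower probes of NT shRNA (308) came within it. The floor did so for 486, 467 and 207, not for the lower probes of DDR1 shRNA5 (212) or of the unique set (101). The replicate block, median scaling, the series table, the outlier spots kept and leaving out parental replicate 3 did so for none of the 5. Quantile normalization (269) and the probes well above background (279) did so only for the lower probes of NT shRNA. Leaving out NT shRNA replicate 1, or DDR1 shRNA5 replicate 2, did so for the higher probes of both comparisons and the lower probes of NT shRNA. Leaving out NT shRNA replicate 2 did so only for the higher probes of DDR1 shRNA5 (751), and leaving out NT shRNA replicate 3 only for the higher (447) and lower (210) probes of NT shRNA. Without DDR1 shRNA5 replicate 1 (723 and 249) or replicate 3 (534 and 279) the higher probes of DDR1 shRNA5 and the lower probes of NT shRNA came within it. The paper's one way test on the series table, chosen after the values were seen, gave 561 and 787, 469 and 191, and 687 lower unique probes, all within it. Normexp, also added after the files were seen, came within it for NT shRNA (328 and 201) and not for DDR1 shRNA5 (341 and 180) or the unique probes (134 higher and 63 lower). The higher unique probes also went beyond it with the replicate block (356) and without parental replicate 3 (399) or NT shRNA replicate 3 (520).

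Over probes with a gene name, no count differed by over 1.5 fold. Limma gave 680 and 870 such probes and 1442 genes for DDR1 shRNA5, where the paper gives 1097 genes, 637 and 230 probes and 809 genes for NT shRNA, where the paper gives 586, and 264 and 749 probes and 966 genes for the unique set, where the paper gives 758. The paper's one way test on the series table, chosen after the values were seen, gave 231 and 568 such probes and 759 genes for the unique set, and 483, 648 and 1046 and 375, 154 and 496 for the other pair of comparisons. The match for the unique set is partly built in, since 154 probes were named only through the paper's own tables, which list that set. Of 139 unique probes that Fig. S1 does not list, 137 had no name and so were not counted.

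The paper's text gives an increase of TGFBI of 4 fold. Here it was 5.85 fold against NT shRNA and 3.56 fold against parental cells. Against NT shRNA 14 of the 18 alternatives set before the data were examined stayed within 1.5 fold of the paper's value, and quantile normalization (6.01), and leaving out NT shRNA replicate 1 (6.40), NT shRNA replicate 2 (6.02) or DDR1 shRNA5 replicate 3 (6.51), did not. Against parental cells all 18 stayed within it, and without parental replicate 3 the value was 3.96. With normexp, added after the files were seen, the values were 2.29 and 1.76. Fig. 4b shows about 5.8 fold for TGFBI on the array, read by eye, and Fig. 4c marks the TGFBI differences as not significant. Here the TGFBI difference from parental cells passed the threshold (adjusted p = 0.0229) and that from NT shRNA did not (adjusted p = 0.0708). The latter passed among probes well above background and with normexp.

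The paper states that the DDR1 shRNA5 arrays cluster apart from all others, and Fig. 4a shows each group as its own cluster. Over all probes DDR1 shRNA5 replicate 3 joined NT shRNA replicate 3 here, and among probes well above background each DDR1 shRNA5 array joined the NT shRNA array of its own slide. The arrays of each group joined each other first when only the probes of Fig. S1 were clustered (795 probes with a value on every array), a setting chosen after Fig. 4a was seen, while over its lower or its higher probes alone only the DDR1 shRNA5 arrays did. The 3 DDR1 shRNA5 arrays also did so with the slide as a replicate block, which by itself sets the arrays of one slide apart. The paper's text places the differential expression between DDR1 shRNA5 and NT shRNA cells, while its Table 1 and Fig. S1 are against parental cells. Against NT shRNA all 797 listed probes differed in the same direction here, which the choice of the list requires. With the common floor 302 did, and without it 73 of the 797 differed by at least 2 fold.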

Other observations

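The tests on the substituted values, the 2 fold size, the slide and the position of the arrays were chosen after the results were seen. The other tests in this part were written before their results were seen, and the list for Wnt/beta-catenin was chosen after Fig. S1 was seen.

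Most probes listed as lower in DDR1 shRNA5 lie near background. Of the 567 lower probes of Fig. S1, 465 were not well above background on any array, against 0 of the 230 higher ones, and 262 of the 567 were not significantly above background on any array. The arrays of DDR1 shRNA5 have smaller error estimates (2.48, 1.26 and 2.45 intensity units) than those of parental (3.8, 3.3 and 3.1) and NT shRNA cells (4.40, 3.57 and 3.85), and the value substituted for spots not significantly above background is lower on them. Among the 465 probes, 82.7% of the values on parental, 96.8% on NT shRNA and 95.7% on DDR1 shRNA5 arrays were not significantly above background. By the processed signal all 465 were lower in DDR1 shRNA5 than in parental and than in NT shRNA cells, as the choice of the list requires. By the background-subtracted signal, which holds no substitution and was not scaled between arrays, 215 of the 465 were lower than in parental and 82 lower than in NT shRNA cells. Over all 5108 probes well above background on no array, 4820 were lower than in parental cells by the processed signal and 1477 by the background-subtracted signal. A candidate explanation for these lower values is the substituted value. A change in RNA too small to measure at this signal stays open.

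The other part of the list stands apart. All 94 lower probes well above background on all 9 arrays were also significantly above background on all 9. The same held for all 22527 probes well above background on all 9, so it follows from the choice of probes. These 94 hold no substituted value, so the substitution cannot account for them, by that choice and not by a test. A decrease in DDR1 shRNA5 cells stays open for these 94.

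The size of the decrease moved with single arrays. The median of the listed lower probes (-1.03) was -0.74 at its nearest to 0, without DDR1 shRNA5 replicate 2. The probes were listed for being lower over these same arrays, so this cannot decide whether that array sets their direction. With DDR1 shRNA5 replicate 2 left out, 154 of the 567 stayed at least 2 fold lower, against 541 with all arrays. Without parental replicate 1 or 2 this number was 269 and 261, at a median of -0.97 and -0.99, so a small shift moves many of these probes across 2 fold, and DDR1 shRNA5 replicate 2 cannot be told apart from such a shift as the reason for the count. The lower probes unique to DDR1 shRNA5 at the paper's threshold, 996 with all arrays, were 230 without DDR1 shRNA5 replicate 2, 399 without parental replicate 2 and 407 without parental replicate 1. Among the calls, the 967 became 11 to 277 with any array but DDR1 shRNA5 replicate 1 left out, and 2369 without that one, so their loss is not particular to replicate 2.

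Of the 25 olfactory and taste receptor probes in Fig. S1, 24 were lower, and all 24 were not well above background on any array. By the background-subtracted signal 14 of the 24 were lower than in parental and 5 lower than in NT shRNA cells. With so few probes the substituted value and a change in RNA cannot be told apart, and no biological explanation was tested for them.

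The clustering over all probes paired DDR1 shRNA5 replicate 3 with NT shRNA replicate 3 of the same slide, and among probes well above background, with the floor or with normexp all 3 DDR1 shRNA5 arrays paired with NT shRNA in this way. The deviations of NT shRNA and DDR1 shRNA5 arrays of one slide from their group means correlated across probes with at least 0.402. The slide and a culture shared by the replicates of one number cannot be told apart as its source, since each slide carries one replicate number.

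The position of the arrays cannot be excluded as a reason for the 384 probes called against the 6 control arrays, since the most groups that share a position is 1. Of these 384 probes 316 were lower, and 280 of the 316 were not well above background on any array. By the background-subtracted signal 154 of the 280 were lower than in parental and 156 lower than in NT shRNA cells, so the substituted value and a change in RNA cannot be told apart for them. Among probes well above background 20 of the 384 were also called.

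Other splits of the 9 arrays bear on those 384 calls. Of 84 splits into 3 and 6 arrays, 3 gave as many calls, the real one included. These splits take no account of the pairing of the arrays by slide, so they cannot exclude chance. The other splits as large were the 3 parental arrays against the rest (743) and the 3 arrays of slide 3 against the rest (2189). With the slide as a replicate block the real split gave 477 calls. Among the 27 splits that take 1 array from each slide, as the real one does, 2 were as large. The other was that of the parental arrays. Since these are a real group and not a random split, the number of splits as large cannot decide about chance. For DDR1 shRNA5 against NT shRNA (3 calls), DDR1 shRNA5 against parental (1662) and NT shRNA against parental (110), 1 of 10 splits, the real one, gave as many, and 0 calls came from any other, but with 10 splits chance cannot be excluded. For TGFBI, signals near background are argued against on the DDR1 shRNA5 side by 3 of 3 arrays well above background. On the NT shRNA side 2 of 3 arrays were, and the common floor gave 5.38 fold in place of 5.85. Normexp gave 2.29 fold, but its added offset by itself lowers the fold of weak signals. The fold of the second DDR1 probe, well above background on all 9 arrays, went from 3.23 to 1.70 in the same way. Signals near background stay open as a reason for part of the TGFBI size, and normexp cannot decide this.

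As hypotheses, 4 gene lists were tested with fry, and no adjusted p passed 0.05 over the 12 tests without the slide as a block. With it 5 of the 12 did, each given at its list. Camera with its preset correlation between genes passed in 6 of the 12, of which 5 held under fry with the block and 0 under fry without it or under camera with an estimated correlation. A weaker interferon response was tried for BST2. The median log2 difference of 26 interferon genes was -0.075 against parental (fry adjusted p = 0.917) and -0.48 against NT shRNA (fry adjusted p = 0.336), where 26 of 26 genes were lower. With the slide as a replicate block the fry adjusted p against NT shRNA was 0.0200, and NT shRNA was higher than parental with 0.0204. Camera gave an adjusted p of 3.6e-07 against NT shRNA and 0.0432 for NT shRNA against parental, and with an estimated correlation the unadjusted p was 0.144. A stronger TGF-beta response was tried for TGFBI. The median of 26 genes was -0.15 against parental and 0.12 against NT shRNA (fry adjusted p = 0.838 and 0.319), and 6 of the genes are in Fig. S1. Against NT shRNA 21 of the 26 were higher and camera gave an adjusted p of 0.00689, with an unadjusted p of 0.118 under an estimated correlation. Against parental the mean of that list was 0.011, of the other sign than its median. A stronger Wnt/beta-catenin response was tried for AXIN2, whose probe in Fig. S1 (A_24_P298027) was 3.26 higher than parental on the log2 scale (adjusted p = 0.0383). The same probe was 2.21 higher in NT shRNA than in parental cells (adjusted p = 0.119, and 0.00846 with the slide as a block) and 1.06 higher in DDR1 shRNA5 than in NT shRNA cells (adjusted p = 0.622). The median of 13 genes was 0.88 against parental and 0.23 against NT shRNA (fry adjusted p = 0.0517 and 0.336), or 0.83 and 0.18 without AXIN2. With the replicate block the adjusted p was 0.00224 and 0.0400, and 0.00486 for NT shRNA against parental, where the median was 0.70. Camera gave adjusted p of 0.000511, 0.0202 and 0.0158 for these. Fewer cycling cells were tried for the slower growth. The median of 29 cell cycle genes was 0.089 against parental and 0.090 against NT shRNA (fry adjusted p = 0.959 and 0.959). With the block the interferon list was thus lower than in NT shRNA but not than in parental cells, and the Wnt/beta-catenin list was higher than in both. The latter was also higher in NT shRNA than in parental cells, and the camera test with an estimated correlation, run without the block, did not pass for it (unadjusted p = 0.118 against parental and 0.267 against NT shRNA), so an effect of DDR1 knockdown on either list stays open. The TGF-beta list passed only by camera with the preset correlation and not by fry with the block (adjusted p = 0.0853 against NT shRNA), and the cell cycle list passed by none of these, which leaves both open.

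DCLK1 and CES1, chosen after their values were seen, were higher than NT shRNA by 3.96 (A_23_P369994, adjusted p = 0.138) and 2.78 (A_33_P3241269, adjusted p = 0.138) on the log2 scale, in 3 of 3 DDR1 shRNA5 arrays. Against parental cells these probes were higher by 5.81 (adjusted p = 0.0123) and 4.25 (adjusted p = 0.00482) and passed the threshold in limma. NT shRNA was higher than parental cells by 1.85 and 1.47 (adjusted p = 0.218 and 0.121). With the slide as a block the latter had an adjusted p of 0.00943 and 0.0300. The DCLK1 probe was well above background on 1 of 3 parental arrays. A second probe of DCLK1 (A_32_P108889) was well above background on 2 of 3 DDR1 shRNA5 arrays and on no control array. Its fitted difference from parental cells was 0.71 (adjusted p = 0.440). A second probe of CES1 (A_23_P206733), well above background on all 9 arrays, was higher than NT shRNA by 1.10 (adjusted p = 0.645). From parental cells it differed by 0.18 (adjusted p = 0.900), and NT shRNA differed from parental cells by -0.93 in it (adjusted p = 0.490). The CES1 increase over parental cells thus rests on 1 probe. With the slide as a replicate block the DCLK1 probe A_23_P369994 had an adjusted p of 0.0190 against NT shRNA. Among genes the paper discusses, against NT shRNA CDH1 differed by -0.080, ITGA2 by -0.11, ITGB1 by 0.17 and CCND1 by 0.23, none of them past the threshold in limma. Against parental cells ITGA2 differed by 0.89 (adjusted p = 0.0498, and 0.0211 with the slide as a block), ITGB1 by -0.48 (adjusted p = 0.102 and 0.0397) and CCND1 by 0.40 (adjusted p = 0.123 and 0.0431), each less than 2 fold, and CDH1 by -0.10 (adjusted p = 0.716). NT shRNA differed from parental cells by 1.00 in ITGA2 (adjusted p = 0.0690) and by -0.65 in ITGB1 (adjusted p = 0.116). With the slide as a block these had an adjusted p of 0.0181, which made ITGA2 a call, and 0.0280.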
